# Survey of cryptic unstable transcripts in yeast

**DOI:** 10.1186/s12864-016-2622-5

**Published:** 2016-04-26

**Authors:** Jessica M. Vera, Robin D. Dowell

**Keywords:** Cryptic unstable transcripts, CUTs, RNA-seq, Yeast, Rrp6, Transcriptome, Hidden Markov model, Nucleosome occupancy, *Saccharomyces cerevisiae*, *Saccharomyces paradoxus*

## Abstract

**Background:**

Cryptic unstable transcripts (CUTs) are a largely unexplored class of nuclear exosome degraded, non-coding RNAs in budding yeast*.* It is highly debated whether CUT transcription has a functional role in the cell or whether CUTs represent noise in the yeast transcriptome.

We sought to ascertain the extent of conserved CUT expression across a variety of *Saccharomyces* yeast strains to further understand and characterize the nature of CUT expression.

**Results:**

We sequenced the WT and *rrp6*Δ transcriptomes of three *S.cerevisiae* strains: S288c, Σ1278b, JAY291 and the *S.paradoxus* strain N17 and utilized a hidden Markov model to annotate CUTs in these four strains. Utilizing a four-way genomic alignment we identified a large population of CUTs with conserved syntenic expression across all four strains. By identifying configurations of gene-CUT pairs, where CUT expression originates from the gene 5’ or 3′ nucleosome free region, we observed distinct gene expression trends specific to these configurations which were most prevalent in the presence of conserved CUT expression. Divergent pairs correlate with higher expression of genes, and convergent pairs correlate with reduced gene expression.

**Conclusions:**

Our RNA-seq based method has greatly expanded upon previous CUT annotations in *S.cerevisiae* underscoring the extensive and pervasive nature of unstable transcription. Furthermore we provide the first assessment of conserved CUT expression in yeast and globally demonstrate possible modes of CUT-based regulation of gene expression.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12864-016-2622-5) contains supplementary material, which is available to authorized users.

## Background

Numerous transcriptome studies have shown the eukaryotic genome to be highly expressed, revealing pervasive transcription of intergenic and unannotated, non-protein coding regions [1–4]. The discovery of unstable transcripts further adds to the complexity of the eukaryotic transcriptome. Cryptic unstable transcripts (CUTs) comprise a fraction of the unstable RNA population in yeast. These unstable, non-coding RNAs (ncRNAs) are RNA polymerase II transcribed and capped, but are terminated and polyadenylated by a non-canonical pathway involving the RNA binding proteins Nrd1, Nab3, and the poly(A) polymerase Trf4 of the TRAMP complex [5–8]. Following transcription termination, CUTs are rapidly degraded by the nuclear exosome [5] thereby rendering them virtually undetectable in wild type cells by traditional methodologies. Disrupting any step in this pathway will lead to CUT stabilization. However CUTs are customarily defined by dependency on Rrp6p nuclear exosome activity, and disrupting upstream steps, such as Nrd1p depletion or TRF4 deletion, result in extended or non-polyadenylated transcripts respectively [5, 8, 9], that do not accurately reflect CUTs as they would be in wildtype (WT) cells. Similar unstable ncRNAs have been identified in human cells by transient knock down of nuclear exosome components [10]. While many propose that CUTs are the result of spurious transcriptional activity and therefore rapidly degraded as a quality control mechanism [5, 6], others have argued for possible functional roles for CUTs or CUT expression in regulating gene expression [11, 12].

Historically regulation of gene expression has been attributed to sequence-specific DNA binding factors (transcription factors), transcription start site availability (via nucleosome positioning), and large co-activator complexes (such as Mediator). However it is increasingly clear that the act of transcription greatly influences the local chromatin environment through histone modifications and nucleosome repositioning [13–15]. Given the pervasive nature of CUT transcription and prevalent association with protein-coding genes, this transcriptional activity holds great potential to regulate gene expression. Although documented cases exist in which transcription of a CUT regulates the expression of a gene [12, 16–22], the functional basis of CUT expression remains highly debated and largely unexplored.

To date CUTs have only been identified in a single species of yeast, *Saccharomyces cerevisiae*, using the reference laboratory strain S288c [5, 11, 23]. We have utilized a hidden Markov model (HMM) to annotate CUTs from RNA-seq data in a variety of strains from *S.cerevisiae* and *S.paradoxus* thereby allowing us to identify conserved syntenic expression of CUTs between these two species which are predicted to have diverged 2–5 million years ago [24, 25]. It is well documented that important cellular functions are evolutionarily conserved, and we sought to identify the population of CUTs with conserved syntenic expression to gain insights into possible functional roles for CUT expression in yeast. Likewise, we can leverage CUT expression in other species of yeast to inform on the mechanisms underlying CUT expression.

## Results and discussion

### Explicit duration HMM identifies CUTs de novo from RNA-seq data

To assess the extent of conserved CUT expression we utilized three strains of *S.cerevisiae*: S288c, Σ1278b, and JAY291, and a single strain of *S.paradoxus*: N17. In each strain background, biological duplicates of strand-specific RNA-seq libraries were prepared for wildtype (WT) and nuclear exosome mutant *rrp6*Δ backgrounds using the Illumina RNA ligation library protocol [26]. 

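The experiment comprised 16 RNA-seq libraries, 2 of WT and 2 of *rrp6*Δ cells for each of the 4 strains, from cultures in YPD at 30 °C. Rrp6p is a catalytic component of the nuclear exosome, so transcripts that the exosome degrades accumulate in its absence. In the *S.cerevisiae* strains, poly(A) RNA of replicate 1 went through 1 round of selection with the Oligotex kit and that of replicate 2 through 2 rounds with the Dynabeads kit. Both N17 replicates, numbered 3 and 4, went through 2 rounds with the Dynabeads kit, so the species differ in preparation as well. Table S4 of the paper gives from 11699927 to 69459282 uniquely mapped reads per library in S288c, from 13604557 to 49233703 in Σ1278b, from 11715391 to 50465095 in JAY291 and from 9201458 to 13660614 in N17. The authors deposited 1 annotation of CUTs per strain, which lists for every CUT its position and strand, its average WT and *rrp6*Δ coverage and its average fold change. Coverage is the authors' mean over the nucleotides of a CUT, scaled by the number of mapped reads, corrected for first nucleotide bias and mappability. The fold change in the authors' deposited table is the mean over nucleotides of *rrp6*Δ over WT coverage after 1 was added to both. The authors averaged the replicates before CUTs were called, so no value in the annotations has a replicate error. Positions in S288c refer to assembly R64 and count from 1. CUTs of a strain are not replicates of it, and every test across CUTs describes the annotation of that strain.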

Reads were mapped to each strain’s respective genome assembly [27–29] (see Methods) and CUTs were identified by an explicit duration HMM (Fig. 1a) utilizing per nucleotide fold change values calculated from *rrp6*Δ and WT RNA-seq data (GEO accession GSE74028). 

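In the authors' deposited table, the average fold change of *rrp6*Δ over WT had a median of 3.39 across the S288c CUTs, 3.67 in Σ1278b, 4.35 in JAY291 and 3.60 in N17. Its lowest values in the authors' deposited table were 1.93 in S288c, 1.87 in Σ1278b, 2.11 in JAY291 and 1.02 in N17. A fold change under 2 was listed for 2 CUTs in S288c, for 2 in Σ1278b and for 180 in N17 in the authors' deposited table. These 180 CUTs were 6.76% of the N17 annotation (95% Wilson confidence interval 5.87% to 7.78%), and 28 of them had a fold change under 1.5 in the authors' deposited table. In JAY291 the count was 0, which at this number of CUTs allows a share of up to 0.169% (upper bound of the Wilson interval). These intervals cover counting error only. WT coverage was listed as 0 for 64 CUTs in S288c, 42 in Σ1278b, 87 in JAY291 and 139 in N17.

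**Figure D1:**
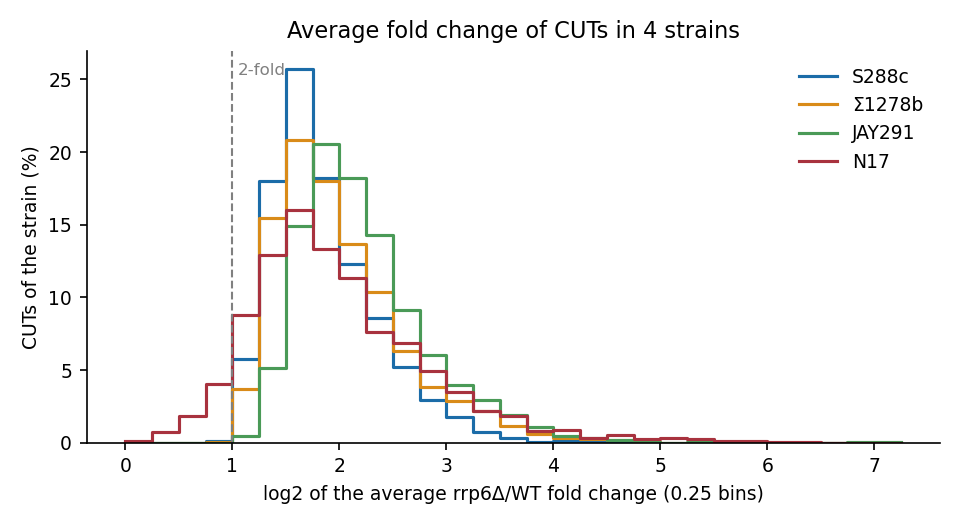
Distribution of the average *rrp6*Δ/WT fold change (x axis, log2 of the values in the authors' deposited table) as the percentage of CUTs of each strain (y axis). Each line is 1 strain, and the dashed line marks 2-fold, left of which lie 180 CUTs of N17 and 4 of the other strains together.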

Following previously established methods [11, 23] our HMM was parameterized to identify CUTs as regions of the transcriptome with elevated RNA-seq coverage in *rrp6*Δ approximately ≥ 2 fold over WT. 

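Genotype differences between the S288c strains were examined at 17 genes chosen from the genotypes, namely 7 genes expressed in **a** cells, 4 expressed in α cells, 5 auxotrophic markers and RRP6. Table S3 of the paper lists the S288c WT strain as MATα with a deletion of LYS2 and the S288c *rrp6*Δ strain as MAT**a** with a deletion of MET15. The Methods name BY4741 as the WT strain, whereas the genotype in the deposited sample labels includes the LYS2 deletion, as in Table S3, which is followed here. A CUT on the sense strand covered at least 25% of the coding sequence of 2 of the 17 genes, LYS2 and ASG7, and the same 2 were found at 50%. CUT1734, on chromosome II from 469590 to 473985 on the minus strand, spans the whole LYS2 coding sequence (469748 to 473926), beginning 59 bp before it and ending 158 bp past it. Its average coverage was 0.072 in WT and 13.7 in *rrp6*Δ, and its fold change was 12.0 in the authors' deposited table. CUT1564, on chromosome X from 101177 to 101857, covers 95.7% of the coding sequence of ASG7, which is expressed in **a** cells, with an average coverage of 0.739 in WT and 10.3 in *rrp6*Δ. The other 6 genes of **a** cells and MET15 (listed as MET17 in the annotation) had no sense CUT. By the listed genotypes, a higher mRNA in *rrp6*Δ could be expected only at LYS2 and the 7 genes of **a** cells. The lack of a sense CUT at the remaining genes, MET15 among them, therefore tells nothing about genotype effects. Across the 5010 protein-coding genes of the 14 chromosomes compared, 63 (1.26%, 95% Wilson confidence interval 0.984% to 1.61%) had a sense CUT over at least 25% of the coding sequence.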

Using the HMM we derived an initial set of raw CUT annotations that were subsequently filtered to remove specific nuclear exosome targeted transcripts such as snRNAs, snoRNAs, and rRNAs [5, 11], as well as expected hits resulting from genotypic differences in *rrp6*Δ strains relative to WT. Adjacent CUTs were merged based on an RT-PCR informed strategy (Additional file 1: Figure S1). 

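The RT-PCR of Figure S1 tested the TRF5, TKL2 and MLS1 loci. At TRF5 (chromosome XIV, 66517 to 68445), the final annotation of S288c has CUT358 from 67509 to 68419 on the antisense strand, with an average *rrp6*Δ coverage of 3.08. The amplicon of primers F1 and R2 at TRF5, placed by matching the primer sequences to assembly R64, runs from 66437 to 67540 and shares 32 bp with CUT358. At TKL2 (chromosome II, 474392 to 476437), CUT1410 runs antisense from 474316 to 476805 with an average *rrp6*Δ coverage of 8.51, and the whole amplicon of 1063 bp lies inside it. At MLS1 (chromosome XIV, 406358 to 408022), CUT1650 runs antisense from 406413 to 408099 with an average *rrp6*Δ coverage of 11.7, and it holds the whole amplicon of 1464 bp. With a merging distance of 450 bp, neighbouring CUTs of the same strand should lie farther apart than that. Among 1696 neighbouring pairs on the 14 S288c chromosomes other than those labelled chrXII, 11 (0.649%) lay within 450 bp, and the smallest gap was 100 bp. The share was 1.15% of 1993 pairs in Σ1278b and 0.619% of 2099 pairs in N17 on the same chromosomes, and 1.34% of 1719 pairs over all JAY291 contigs, with 0 overlapping neighbours in each of these groups. Under the label chrXII, 13 neighbouring pairs overlapped in S288c, 15 in Σ1278b and 41 in N17.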

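In each deposited annotation, most CUTs are ordered by rising *rrp6*Δ coverage, and the remaining ones follow outside that order. Among the ordered CUTs, the lowest average *rrp6*Δ coverage was 2.00 in S288c, 1.86 in Σ1278b, 1.97 in JAY291 and 1.85 in N17. The shortest CUT measured 101 nt in S288c, 110 nt in Σ1278b, 100 nt in JAY291 and 115 nt in N17. CUTs shorter than 200 nt numbered 318 in S288c, 295 in Σ1278b, 343 in JAY291 and 185 in N17.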

Lastly we removed regions with low average *rrp6*Δ read coverage (see Methods), to reduce potential false positives, as well as any remaining regions less than 100 bp in length, in keeping with previously reported methods [5, 11].

**Fig. 1:**
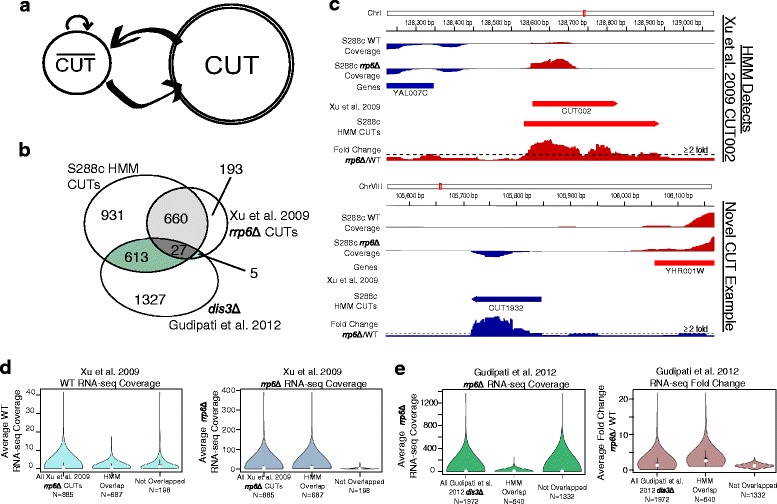
10-state HMM identifies CUTs de novo from RNA-seq. **a** Explicit duration HMM describing regions which have little to no fold change $$ \left(\overline{CUT}\right) $$ and regions of elevated fold change in *rrp6*Δ relative to WT (CUT) as calculated from two biological replicates. **b** Venn diagram showing overlap between S288c CUTs annotations as determined by our HMM, *rrp6*Δ CUTs from Xu et al. [11], and *dis3*Δ transcripts from Gudipati et al. [31]. Minimum overlap of 25 % by length between annotations is required for positive matches. **c** IGV [53, 54] snapshots showing two examples of CUTs detected in S288c by our HMM. Top example shows previously identified Xu et al. CUT002 which is also identified by our HMM. Bottom example shows a novel CUT identified in this study. For each example, tracks are S288c WT RNA-seq coverage, S288c *rrp6*Δ RNA-seq coverage, annotated genes, Xu et al. [11] annotated CUTs, CUTs called by our HMM, and *rrp6*Δ/WT fold change within the region. Strand-specific data is color coded with Watson/plus strand in red and Crick/minus strand in blue. **d** Violin plots comparing the average S288c RNA-seq WT coverage and *rrp6*Δ/WT fold change from two biological replicates for all 885 possible Xu et al. [11] CUTs, the 687 CUTs overlapped by CUTs detected by our HMM, and the 198 remaining CUTs not overlapped by CUTs detected by our HMM. The Xu et al. [11] CUTs not identified in this study are presumably missed due to lack of stabilization in *rrp6*Δ. **e** Violin plots comparing the average S288c RNA-seq *rrp6*Δ and *rrp6*Δ/WT fold change from two biological replicates for all 1972 possible Gudipati et al. [31], the 640 transcripts overlapped by CUTs detected by our HMM, and the 1332 remaining transcripts not overlapped by CUTs detected by our HMM. The *dis3*Δ transcripts missed in previous *rrp6*Δ only, tiling array studies are presumably missed to limitations in tiling array sensitivity

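The CUT of the top example of Fig. 1c is CUT1960 in the final annotation. It lies on chromosome I from 138582 to 138938 on the plus strand, 237 bp upstream of the coding sequence of YAL007C (ERP2) and on the opposite strand. Its average coverage was 6.67 in WT and 40.2 in *rrp6*Δ, and its fold change was 3.90 in the authors' deposited table. Beside YHR001W (OSH7), the gene of the bottom example, CUT1566 lies on chromosome VIII from 105714 to 105844 on the minus strand, 211 bp upstream of the coding sequence and on the opposite strand. Its average coverage was 0.393 in WT and 10.3 in *rrp6*Δ, with a fold change of 7.19 in the authors' deposited table.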

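The deposited S288c annotation lists 2055 CUTs, 1000 on the plus strand and 1055 on the minus strand, which together cover 1101.91 kb. Their average coverage had a median of 0.733 in WT and 5.56 in *rrp6*Δ. A minimum length of 200 nt leaves 1737 CUTs, and merging same-strand neighbours within 1000 bp leaves 1863. After CUT1734 over LYS2, the longest CUTs were CUT1973 on chromosome IX (24421 to 28609, 4189 nt), antisense to CSS1, and CUT1729 of 3636 nt. The largest fold changes in the authors' deposited table were 26.7 for CUT2036, 25.9 for CUT1980 and 25.7 for CUT2008. They were followed by 20.7 for CUT1953 on chromosome XIV (500510 to 500841) and 17.2 for CUT2003 on chromosome XI (571084 to 571241) in the authors' deposited table. CUT1980 lies on chromosome III from 123383 to 123656 over the tRNA gene SUF2. CUT1729, CUT2036 and CUT2008 carry the label chrXII, under which CUTs of chromosome XIII are also listed, so the gene at these positions was not assigned.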

In S288c a total of 2055 CUTs have been identified by our HMM. To benchmark and inform our HMM parameters we leveraged previous S288c *rrp6*Δ CUT annotations based on tiling arrays from Xu et al. [11]. In S288c we have identified 687 of 885 possible Xu et al. [11] CUTs (Fig. 1b), where a positive hit requires that our CUT annotation overlaps ≥ 25 % the length of the Xu et al. [11] annotation or vice versa (example in Fig. 1c), though overlap results were largely independent of the extent of overlap between features (Additional file 2: Figure S2A). In each case the number of positive hits is far greater than would be expected by chance (Additional file 2: Figure S2B). Those Xu et al. [11] CUTs missed by our HMM do not appear to be stabilized by disruption of nuclear exosome activity resulting from the loss of Rrp6p, though they do appear to be expressed in WT cells at levels equivalent to those CUTs we do identify and thus are not undetected due to low signal (Fig. 1d, Additional file 2: Figure S2C). Furthermore, of the Xu et al. [11] CUTs identified by our HMM, 523 overlap with the 622 Xu et al. [11] CUTs found upregulated in *rrp6*Δ by Fox et al. [30]. Additionally our HMM identified 1412 novel CUTs relative to previous Xu et al. [11] annotations (example Fig. 1c).

To further support our method of de novo CUT identification, we compared our CUTs to the *dis3*Δ transcripts from Gudipati et al. [31]. It was recently shown that the nuclear exosome subunit Dis3p/Rrp44p, which along with Rrp6p are the major catalytic components of the nuclear exosome, plays an active role in CUT degradation, showing a synergistic cooperation with Rrp6p [31]. While Gudipati et al. largely excluded the *rrp6*Δ Xu et al. [11] CUTs from their *dis3*Δ annotations, producing little overlap between those two data sets (Fig. 1b), we note that a large number, 640 of a possible 1972 *dis3*Δ transcripts (Fig. 1b), are detected by our HMM in an *rrp6*Δ background, far more than we would expect by chance (Additional file 2: Figure S2E). This demonstrates greater cooperation between the Dis3p and Rrp6p nuclear exosome subunits in the degradation of CUTs than was previously appreciated. Figure 1e and (Additional file 2: Figure S2F) shows that the *dis3*Δ transcripts identified in our study have an overall lower *rrp6*Δ read coverage than the *dis3*Δ transcripts as a whole, suggesting that these transcripts are lowly expressed and may have been missed previously due to the sensitivity limitations of hybridization-based assays [5, 11]. In contrast, the *dis3*Δ transcripts not identified by our study have an overall lower fold change in *rrp6*Δ relative to WT and are more likely to comprise a Dis3p-specific subset of nuclear exosome targets. These results underscore the need for high sensitivity methods for the detection of low abundance transcripts.

### CUTs appear to lack a defined 3′ nucleosome free region

To further asses the accuracy of our annotations, we compared our CUT 5′ and 3′ ends, as called by our HMM, to publically available transcription start site (TSS) and transcription termination site (TTS) annotations obtained by TSS sequencing and 3′ SAGE sequencing [23, 32] (Fig. 2a, b) performed in assorted *rrp6*Δ mutants. As many as 51 % of our S288c HMM CUT transcription start sites were found within 50 bp of Malabat et al. [32] TSS clusters. Likewise, 23 % of our S288c HMM CUT transcription termination sites were found within 50 bp of Neil et al. [23] TTS clusters. It has been previously established that CUTs, like other transcripts, have a 5′ nucleosome free region (NFR) upstream of the TSS [11]. Fig. 2c shows a metagene plot of 5′ nucleosome occupancy [33] in S288c comparing protein-coding genes with a 5′ UTR annotation [1], CUTs identified in this study, and CUT TSS clusters [32]. It is clear that CUTs identified by our HMM have a characteristic nucleosome depletion upstream of the TSS. However, when we compare the 3′ end of CUTs identified by our HMM to both protein-coding genes with a 3′ UTR annotation [1] and CUT TTS annotations [23], it is clear there is no distinct nucleosome depletion at the 3′ end (Fig. 2d) of CUTs. We observe a similar lack of 3′ nucleosome depletion for CUTs in Σ1278b and *S.paradoxus* (N17) (Additional file 3: Figure S3A), but were unable to make a similar observation for JAY291, as this strain lacks publically available nucleosome occupancy data. Conversely previously identified Xu et al. [11] CUTs showed a mild 3′ NFR, but we found this signal to be dominated by the set of CUTS that we failed to detect in our study (Additional file 3: Figure S3B). Along with snRNAs, snoRNAs, and to some degree rRNAs, CUT transcription termination and 3′ end processing is dependent on an alternative, non-canonical pathway that depends on the Nrd1-Nab3-Sen1 (NNS) complex [7]. Transcripts terminated through the NNS pathway have been described as terminating within a “zone” rather than a specific termination site, producing the varied and heterogeneous 3′ ends commonly observed for CUTs [34]. We acknowledge that CUT 3′ heterogeneity may affect the assessment of CUT 3′ NFRs by metagene analysis due to a lack of discrete and consistent TTS usage. We note that a similar difference between coding and non-coding gene 3′ nucleosome structure has also been observed in humans [35]. Interestingly, when we profile the 3′ nucleosome occupancy of yeast ncRNAs known as stable unannotated transcripts (SUTs) [11] (Additional file 4: Figure S4,) we see only moderate 3′ nucleosome depletion. While it is presumed that SUTs predominately utilize the same pathways as protein-coding genes for transcription termination and polyadenylation, it has also been shown that SUTs accumulate in NNS and nuclear exosome mutants [9, 11, 30, 36] demonstrating that these transcripts utilize the NNS pathway to some extent. The fact that SUTs show only a moderate well-defined 3′ NFR when compared to protein-coding genes may indicate greater utilization of the NNS pathway than was previously appreciated.

**Fig. 2:**
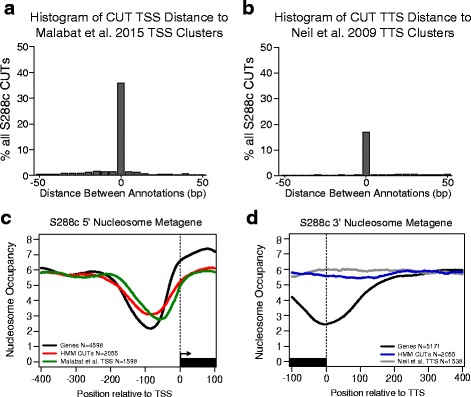
CUT start and stop sites concurrent with previous data and show distinct 3′ nucleosome structure. **a** Histogram showing the distribution of the distance between S288c CUT TSSs relative to Malabat et al. [32] CUT, intergenic, same sense, and antisense TSS clusters (see Methods). Histogram is only reporting distances for S288c CUTs that are within 50 bps of a TSS cluster. Bin widths are 5 bp. **b** Histogram showing the distribution of the distance between S288c CUT TSSs relative to Neil et al. [23] TTS clusters. Histogram is only reporting distances for S288c CUTs that are within 50 bps of a TTS cluster. Bin widths are 5 bp. **c** Metagene plot showing the average S288c nucleosome occupancy of a 500 bp window around the TSS for all genes with a 5′ UTR annotation (black), our HMM identified CUTs (red), and Malabat et al. [32] CUT TSS clusters (green). **d** Metagene plot showing the average S288c nucleosome occupancy of a 500 bp window around the TTS of all genes with a 3′ UTR annotation (black), our HMM identified CUTs (blue), and Neil et al. TTS clusters (grey)

While it is clear that chromatin remodelers, DNA binding proteins, and A/T rich sequences are driving NFRs throughout the genome [33, 37–39], and that 5′ NFRs are regulating transcription initiation, the role of 3′ NFRs is less well understood. In humans, 3′ nucleosome depletion is hypothesized to regulate polyadenylation site selection and therefore subsequent 3′ end processing [40] of protein-coding genes. Transcription termination, 3′ end processing, and maturation of mRNAs is dependent on the cleavage and polyadenylation factor complex and comprises a pathway distinct from that of CUTs. Because they utilize distinct termination and 3′ end processing pathways it is possible that distinct 3′ nucleosome structures exist between mRNAs and CUTs. Our preliminary findings warrant further investigation regarding the role of 3′ nucleosomes in NNS-dependent transcription termination.

### A large set of CUTs show conserved expression between *S.cerevisiae* and *S.paradoxus*

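The deposited annotations list 2393 CUTs in Σ1278b, 2268 in JAY291 and 2661 in N17. The plus strand held 1248 of the CUTs in Σ1278b, 1128 in JAY291 and 1281 in N17. Median coverage across CUTs was 0.648 in WT and 6.17 in *rrp6*Δ for Σ1278b, 0.701 and 7.53 for JAY291, and 0.745 and 6.61 for N17. A minimum length of 200 nt leaves 2098, 1925 and 2476 CUTs in Σ1278b, JAY291 and N17. In the authors' deposited table, the largest fold changes were 31.1 for CUT4254 on chromosome X in Σ1278b, 145 for CUT6645 in JAY291 and 80.6 for CUT9238 on chromosome XV in N17. No CUT of S288c, Σ1278b or N17 carries the label chrXIII. The label chrXII is carried by 331 CUTs in S288c, 372 in Σ1278b and 534 in N17, or 307, 345 and 495 CUTs per Mb of S288c chromosome XII. Over the other 14 chromosomes, the median was 173 CUTs per Mb in S288c, 201 in Σ1278b and 210 in N17. In JAY291, whose CUTs are listed by contig, contigs assigned to chromosome XII held 191 CUTs and those assigned to chromosome XIII held 178.

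**Figure D2:**
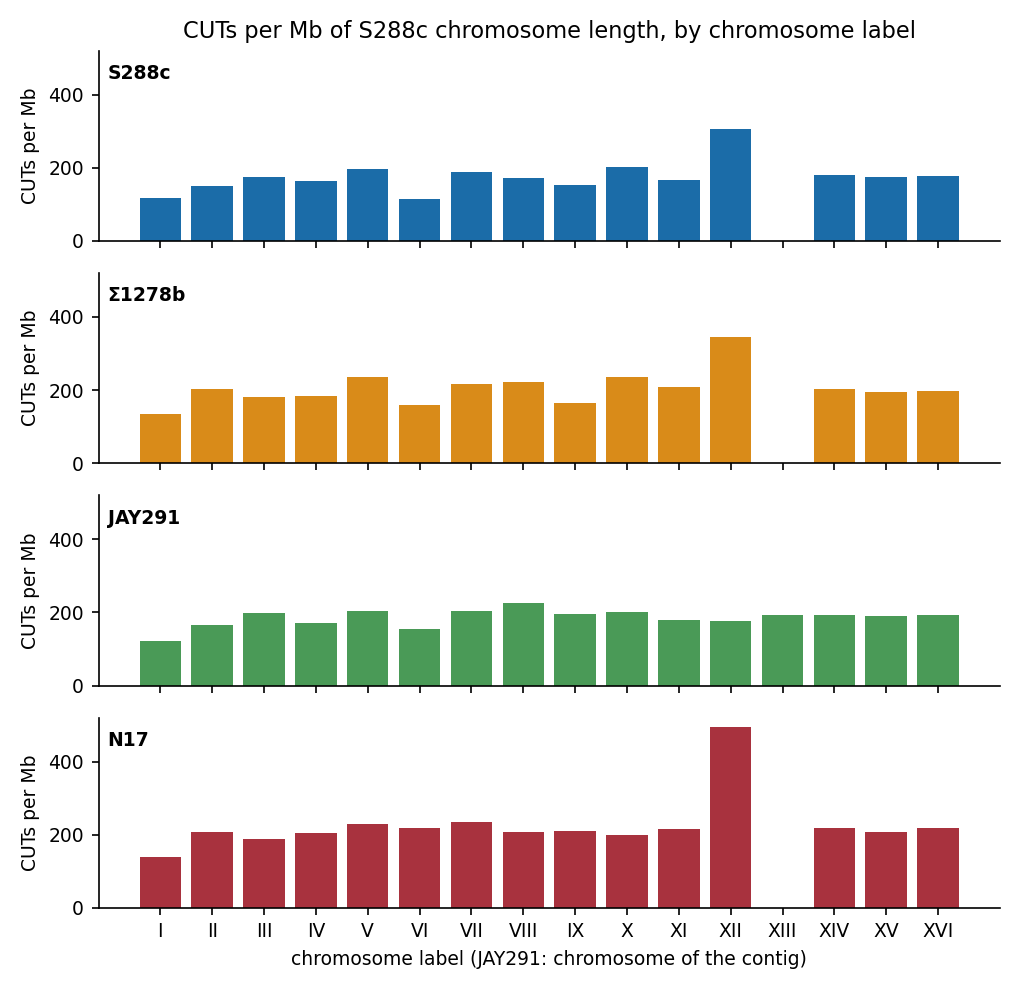
CUTs per Mb of S288c chromosome length (y axis) by chromosome label (x axis), 1 panel per strain; JAY291 contigs were assigned to chromosomes by Additional file 13 of the paper. The bar of chromosome XII is the tallest and that of chromosome XIII is 0 in S288c, Σ1278b and N17, while JAY291 has bars for both.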

Having demonstrated that our HMM successfully annotates CUTs in S288c we then applied it to the remaining three strains: Σ1278b, JAY291, and N17 (Fig. 3a). 

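The median CUT length was 400 nt in S288c (95% bootstrap confidence interval 386 to 416), 438 nt in Σ1278b (420 to 455), 400.5 nt in JAY291 (386 to 418.5) and 481 nt in N17 (468 to 498). The quartiles were 245 and 661 nt in S288c, 270 and 753 nt in Σ1278b, 248 and 705 nt in JAY291, and 317 and 771 nt in N17. N17 CUTs had a median 81 nt above that of S288c and 80.5 nt above that of JAY291 (adjusted p = 1.5e-05 for both; two-sided permutation test with 100000 resamples and Benjamini-Hochberg adjustment over 3 comparisons). Compared with Σ1278b, the N17 median was 43 nt higher (adjusted p = 2.1e-04 in the same permutation test). Before adjustment, the p-values of the S288c and JAY291 comparisons were the smallest that these permutations can give. After merging within 1000 bp, the N17 median was 30 nt above that of Σ1278b (adjusted permutation p = 0.0456). It was then 88 nt above that of S288c and 76.5 nt above that of JAY291 (adjusted permutation p = 1.5e-04 for both). Without the CUTs labelled chrXII, the medians were 468 nt in N17, 439 nt in Σ1278b and 406 nt in S288c. The summed depth, the species and the poly(A) selection of N17 differ from those of the other strains. For Σ1278b, JAY291 and N17, restricting the strain to its 4x conserved CUTs moved the median most, to 566 nt in Σ1278b, 514 nt in JAY291 and 558 nt in N17. N17 was then 8 nt shorter than Σ1278b (permutation p = 0.769, or 0.707 with the CUTs paired by Table S1) and 44 nt longer than JAY291 (permutation p = 0.123, or 0.0362 when paired). In S288c, whose 4x coordinates were not used here, merging within 1000 bp moved it most, to 433 nt. Beyond the range of Fig. 3b, 16 CUTs in S288c, 16 in Σ1278b, 14 in JAY291 and 24 in N17 were longer than 2500 nt. The longest had 4060 nt in Σ1278b (CUT2994), 4057 nt in JAY291 (CUT6294) and 6547 nt in N17 (CUT9225).

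**Figure D3:**
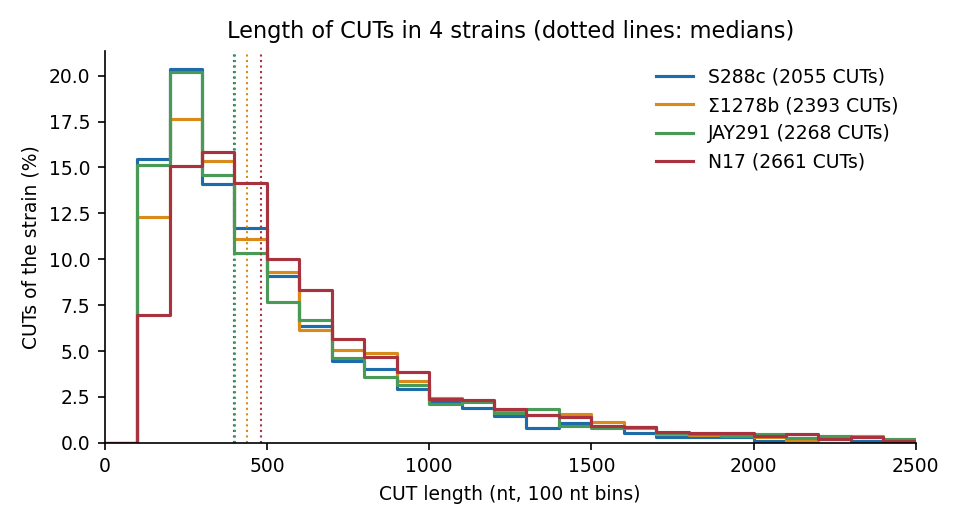
Percentage of CUTs of each strain (y axis) by CUT length (x axis, nt) up to 2500 nt, with a dotted line at the median of each strain. The N17 line is lowest between 100 and 200 nt, and its median of 481 nt lies to the right of the others.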

Median CUT length in all four samples is approximately 400 nt, consistent with previous findings (Fig. 3a, b). As it remains largely unknown, we first sought to assess the extent of conserved CUT expression, here defined as detectable CUT expression within a syntenic genomic location. We used Pecan [41, 42] to perform a whole genome, multiple sequence alignment of the S288c, Σ1278b, JAY291, and N17 (*S.paradoxus*) genomes. The Pecan alignment generated a universal genomic coordinate system to which all CUT annotations were converted, allowing us to identify regions where detected CUTs overlapped across the strains. In order to be confident in identification of conserved expression, CUTs with no or poor 4-way alignment (see Methods) were excluded from subsequent analyses regarding CUT conservation, roughly excluding 20 % of all CUT annotations in each strain background. In total 64 % of S288c CUTs are conserved out to *S.paradoxus* (N17) (Fig. 3c). Alternatively we grouped all *S.cerevisiae* CUTs, 2663 in total, and found that about half are conserved out to *S.paradoxus* which corresponds to 62 % of all *S.paradoxus* CUTs (Fig. 3c). From our identified CUTs, 855 showed conserved syntenic expression across all four strains (labeled 4x in Fig. 3d) (Additional file 5: Table S1). 

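Each of the 855 CUTs in the JAY291 and N17 sheets of Table S1 has an identical entry in the deposited annotation of that strain. For Σ1278b, 855 identical entries were found from the coordinates that Table S1 gives under S288c. The 855 CUTs are 35.7% of the Σ1278b annotation, 37.7% of that of JAY291 and 32.1% of that of N17. Their coordinates in S288c were not used here. The other CUTs of a strain include those found in fewer strains and those the paper left out for poor alignment. Median length of the other CUTs was 370 nt in Σ1278b, 334 nt in JAY291 and 451 nt in N17, so the 4x conserved CUTs were longer by 196 nt, 180 nt and 107 nt (adjusted p = 1.0e-05 for all 3, the smallest that 100000 resamples can give; two-sided permutation test of medians with Benjamini-Hochberg adjustment over strains). Average *rrp6*Δ coverage had a median of 7.95 in 4x conserved and 5.20 in other CUTs of Σ1278b and of 8.71 and 6.94 in JAY291 (adjusted p = 1.5e-05 for both, permutation test on log2 values with 1 added). In N17 the medians were 7.15 and 6.35 (adjusted p = 0.0222, permutation test). WT coverage was 0.517 in 4x conserved and 0.917 in other CUTs of N17 (adjusted p = 3.0e-05, permutation test), with no difference past the threshold in Σ1278b (p = 0.408) or JAY291 (adjusted p = 0.118). In the authors' deposited table, the median fold change of 4x conserved and other CUTs was 4.68 and 3.33 in Σ1278b, 4.99 and 4.00 in JAY291, and 4.52 and 3.31 in N17 (adjusted p = 1.0e-05 for each, permutation test). Leaving out the 25% of CUTs with the lowest *rrp6*Δ coverage in each strain, the difference in WT coverage moved most. It became -0.29 on the log2 scale in Σ1278b and -0.37 in JAY291 and went from -0.34 to -0.70 in N17, where a pseudocount of 0.1 gave -0.72. The difference in *rrp6*Δ coverage of N17 became -0.064 (permutation p = 0.328). Leaving out the CUTs outside the coverage order instead, it was 0.217 on the log2 scale (adjusted permutation p = 0.0012), against 0.149 with all CUTs.

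Across the 855 CUTs, paired by their place in Table S1, log2 length correlated between Σ1278b and JAY291 with a Pearson's r of 0.733 and a Spearman's rho of 0.716. Between Σ1278b and N17 these were 0.442 and 0.442, and between JAY291 and N17 0.443 and 0.440. For *rrp6*Δ coverage, on the log2 scale for r, r and rho were 0.811 and 0.765, 0.577 and 0.451, and 0.536 and 0.415 for the same pairs of strains. For WT coverage, rho was 0.721, 0.490 and 0.456 for these pairs. For fold change in the authors' deposited table, rho was lower, at 0.652, 0.333 and 0.296. All 12 correlations computed, over 4 measures, had a permutation p of 1.0e-04, the smallest that 10000 permutations can give, also after Benjamini-Hochberg adjustment. These are correlations across CUTs, which are not independent replicates. The 855 CUTs were also chosen for their overlap across the alignment, which may favour similar lengths. The permutations ignore this choice, so their p-values do not test agreement beyond it. The paper concludes that a large subset of CUTs has conserved expression between the species. It draws on the overlap of CUTs across the alignment, on randomised annotations and on RT-qPCR of selected CUTs.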

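In S288c, CUTs within 600 bp were looked up at NRD1, IMD3, URA2, URA8, ADE12 and LEU4, and each had at least 1. At NRD1 (chromosome XIV, 172588 to 174315, minus strand), CUT1986 runs on the same strand from 172474 to 174664, over the whole coding sequence, with an average coverage of 26.0 in WT and 81.1 in *rrp6*Δ. At IMD3 (chromosome XII, 1002557 to 1004128), CUT1998 lies 90 bp upstream on the same strand, from 1002287 to 1002467, with an average coverage of 25.3 in WT and 138 in *rrp6*Δ. At URA2 (chromosome X, 165723 to 172367, minus strand), CUT2006 lies 333 bp upstream on the same strand, from 172700 to 173086, with an average coverage of 11.9 in WT and 228 in *rrp6*Δ. At URA8 (chromosome X, 620754 to 622490), CUT1821 runs on the same strand from 620566 to 620819 and covers the first 66 bp of the coding sequence, with an average coverage of 3.48 in WT and 16.9 in *rrp6*Δ. At ADE12 (chromosome XIV, 234413 to 235714), CUT1974 ends 73 bp upstream on the same strand and runs from 233961 to 234340, with an average coverage of 15.8 in WT and 54.4 in *rrp6*Δ. At LEU4 (chromosome XIV, 424895 to 426754, minus strand), CUT1925 lies 123 bp upstream on the same strand, from 426877 to 427276, with an average coverage of 3.43 in WT and 27.6 in *rrp6*Δ. The *rrp6*Δ coverage of these 6 CUTs lay between the 90.5th and the 99.6th percentile of S288c CUTs. CUTs on the strand opposite to the gene were also listed upstream of NRD1 (CUT1808), IMD3 (CUT1888) and URA8 (CUT1015) and over the end of LEU4 (CUT466).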

Our set of 4x conserved CUTs include many well-known CUTs that are expressed at NRD1, IMD3, URA2, URA8, ADE12, and LEU4 [8, 12, 16]. 

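At SIF2 (YBR103W, chromosome II, 447709 to 449316, plus strand), CUT1397 runs antisense from 449334 to 448765, with an average coverage of 0.249 in WT and 8.37 in *rrp6*Δ. It starts 18 bp past the end of the coding sequence and covers 34.3% of it. At YKU80 (YMR106C, chromosome XIII, 478301 to 480190, minus strand), CUT839 runs antisense from 478952 to 479394, with an average coverage of 0.101 in WT and 4.74 in *rrp6*Δ. CUT839 carries the label chrXII and is placed on chromosome XIII because the RT-qPCR amplicon, located by its primer sequences, falls there from 479085 to 479216, wholly inside the CUT. At YKL151C (NNR2, chromosome XI, 164917 to 165930, minus strand), CUT1966 runs antisense from 164896 to 166110 over the whole coding sequence, with an average coverage of 4.14 in WT and 45.7 in *rrp6*Δ. The amplicon at SIF2 (449020 to 449113) and both amplicons at YKL151C (165187 to 165317 and 165706 to 165798) lie wholly inside the antisense CUT. In the authors' deposited table, the fold changes were 7.17 for CUT1397, 5.04 for CUT839 and 8.37 for CUT1966.

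**Figure D4:**
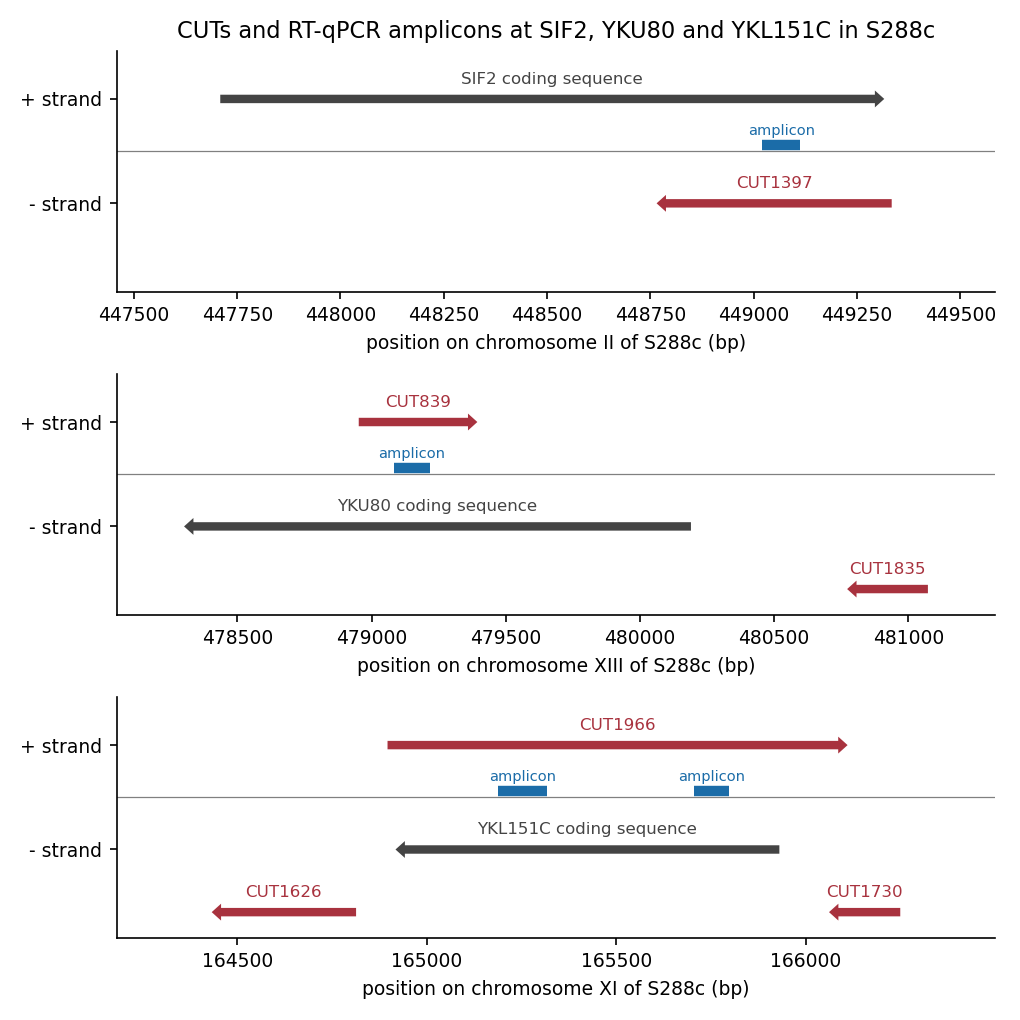
CUTs (red), coding sequences (grey) and RT-qPCR amplicons (blue) by position on the S288c chromosome (x axis, bp) and strand (y axis; CUTs on the strand of the gene are drawn lower). Each amplicon lies inside the CUT antisense to the gene, and both CUTs drawn at YKU80 carry the label chrXII.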

We selected three 4x conserved CUTs, occurring at the SIF2/YBR103W, YKU80/YMR106C, and YKL151C loci, for validation by strand-specific quantitative PCR (RT-qPCR) (Fig. 3e). In each case strand-specificity was necessary for validation as the candidate CUTs are antisense to an expressed mRNA. To confirm the strand-specificity of our RT reactions, we measured signal from both strands of the amplicon, (i.e. both the CUT and the mRNA) which also allowed us to measure any changes in mRNA expression. In the case of both SIF2/YBR103W and YKU80/YMR106C the fold change from *rrp6*Δ to WT for the mRNA is relatively static (log2 fold ~ 0) while the CUT is elevated in *rrp6*Δ relative to WT. In the case of YKL151C, while again we see that the CUT is elevated in *rrp6*Δ, the YKL151C mRNA shows a moderate decrease in expression in both the S288c and N17 strains, though it remains unchanged in Σ1278b and JAY291.

**Fig. 3:**
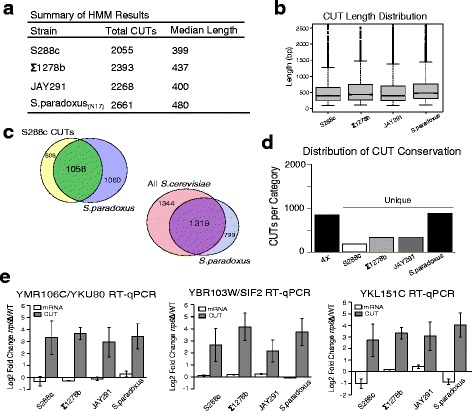
Assessment and validation of conserved CUT expression. **a** A summary of the HMM identified CUTs in each strain. **b** Box and whiskers plot showing CUT length distribution for each strain. We note that the y-axis range was limited to a maximum length of 2.5 kb for better comparison of the distributions across the strains. **c** Venn diagrams showing conserved CUT expression between the *S.cerevisiae* strain S288c and *S.paradoxus* (N17) and the conserved CUT expression between all *S.cerevisiae* strains (S288c, Σ1278b, and JAY291) and *S.paradoxus* (N17). **d** Distribution of CUTs with conserved syntenic expression across all four strains (4x) profiled or present in only one strain (unique). **e** RT-qPCR validation of three 4x conserved CUTs. In each case the candidate CUT is expressed antisense to an annotated gene and qPCR was performed strand-specifically with the same amplicon to distinguish between signal from the mRNA and the antisense CUT. Log2 fold change of *rrp6*Δ/WT was calculated after normalization to ACT1 (also acquired strand-specifically). In each case the CUT-specific strand shows a significant increase in transcript abundance in *rrp6*Δ relative to WT while the mRNA-specific strand shows little to no change, except with YKL151C mRNA. All qPCR was performed with biological triplicates and error bars denote standard deviation of fold change by coefficient of variation calculations

In addition to 4x conserved CUTs, we identified CUT expression unique to each strain (Fig. 3d) and expression in intermediate patterns (in either 3 of 4 strains or 2 of 4 strains). We note that our designation of “strain unique” CUT expression is relative only to the four strains used in this study. As such the N17 (*S.paradoxus*) unique CUTs contain a combination of both strain and species unique CUTs whereas for the *S.cerevisiae* unique CUTs are predominantly strain specific, hence the greater number of unique CUTs for N17. We selected a small number of CUTs predicted in three of the four strains for validation by RT-qPCR in order to assess our false negative rate. 

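The primers of Additional file 16 for CUTs found in 3 of the 4 strains place 11 amplicons on assembly R64. In S288c, 9 of them overlap an annotated CUT. The amplicons at YDL183C (80 bp, CUT1591), YHL028W (147 bp, CUT916), YNL146C-A (205 bp, CUT1709), YNL250W (144 bp, CUT1808) and YNR049C (184 bp, CUT55) lie wholly inside 1 CUT, and that at YDR234W (140 bp) lies inside CUT799 and CUT1804, on opposite strands. Those at YBR230C, YDR518W and YOR336W share 60 bp with CUT1054, 48 bp with CUT1688 and 128 bp with CUT1243. The amplicons at YLR039C and YLR449W, on chromosome XII, lie 1568 bp and 1551 bp from the nearest S288c CUT labelled chrXII. As that label also holds CUTs of chromosome XIII, the nearest CUT of chromosome XII may lie farther from YLR039C. Average *rrp6*Δ coverage of the overlapped CUTs ranged from 2.17 for CUT55 to 16.2 for CUT1808, and that of CUT55 lay at the 3.07th percentile of S288c CUTs. WT coverage of CUT55 was 0. The RT-qPCR values themselves were not analysed here.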

Doing so, we failed to confirm the absence of the CUT in the fourth strain, implying that our method may have an appreciable false negative rate (Additional file 6: Figure S5). We note that many of these candidates pushed the lower bounds of qPCR detection, and we suspect that the fourth, unannotated CUT was likely missed by the HMM for similarly low abundance in our RNA-seq libraries. These results exemplify the difficulty in distinguishing between noise and true signal for low abundance RNAs even with the use of RNA-seq for their detection. Given these results, we suspect our assessment of conserved CUT expression to be conservative. However it is quite clear that a large, and potentially larger, subset of CUTs have conserved expression between these two species of yeast.

Using our 4-way genome alignment we sought to examine to what extent sequence conservation parallels conserved CUT expression patterns across the strains. (Additional file 7: Figure S6A) shows the distribution of average percent identity for 4x conserved CUTs compared to a random set of regions demonstrating that the sequence conservation of 4x conserved CUTs is no more or less than what can be expected by chance. CUT proximal promoters (300 or 50 bp upstream) have higher sequence conservation than corresponding regions of our randomized annotations. We note that the CUT and CUT promoter sequence conservation distributions are statistically distinct (*p*-value by two-sided KS test) possibly demonstrating distinct pressures for sequence conservation of these regions. Unique CUTs show a greater, but nonsignificant, variation in sequence conservation relative to 4x conserved CUTs, particularly in the promoter regions which may reflect sequence differences related to unique CUT expression (Additional file 7: Figure S6B). Admittedly, given that our four strains are closely related, the differences we see in sequence conservation are modest. Future studies at greater evolutionary distances are required to better elucidate the relationship between conserved CUT expression and sequence conservation.

### Distinct trends of gene expression correlate with CUT expression in specific architectures with genes

It has been suggested that spurious transcription at open chromatin leads to CUT expression [5], and indeed it has been shown that a large fraction of CUTs originate from the 5′ or 3′ NFR of protein-coding genes [11, 23]. In total 1060 (52 %) S288c CUTs identified by our HMM originate within either the 5′ or 3′ NFR of a gene (Fig. 4a). These CUTs show greater average depletion in 5′ nucleosome occupancy than CUTs that do not originate from a gene NFR (Fig. 4a). 

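CUT and gene NFRs were compared for the 1724 S288c CUTs on the 14 chromosomes whose CUTs are not labelled chrXII, a restriction chosen after the label was seen to hold CUTs of chromosome XIII. The 5010 protein-coding genes of these chromosomes were taken from the R64 annotation, which gives no UTRs, so each transcript was set to start 50 bp before and end 100 bp past the coding sequence. With the 5′ NFR from -200 to 0 bp of the start, the 3′ NFR 100 bp to either side of the end and a shared length of at least 100 bp, 957 CUTs (55.5%, 95% Wilson confidence interval 53.2% to 57.8%) originated from a gene NFR. Of these, 631 shared a 5′ NFR, 585 a 3′ NFR and 259 both. In 200 random placements of the same CUTs on their own chromosome, the count averaged 282 ± 13.4 (SD) and never exceeded 312 (permutation p = 0.00498, the smallest that 200 placements can give). Placements that started outside genes of the same strand averaged 393 ± 17.3 (SD). A required overlap of 150 bp moved the share most, to 35.6%, and one of 50 bp gave 65.1%. CUTs from a gene NFR had a median length of 456 nt, against 345 nt for the other 767 CUTs (adjusted p = 2.0e-05, two-sided permutation test of medians with Benjamini-Hochberg adjustment over 4 measures). Their median WT coverage was 0.678 against 0.803 (adjusted p = 0.00911, permutation test), and their *rrp6*Δ coverage of 5.74 against 5.46 did not differ past the threshold (p = 0.233, permutation test). The authors' deposited table gives median fold changes of 3.60 and 3.22 for the same groups (adjusted p = 2.0e-05, permutation test). From this origin of CUTs, the paper proposes that they are in a position to influence expression of the associated gene in *cis*.

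**Figure D5:**
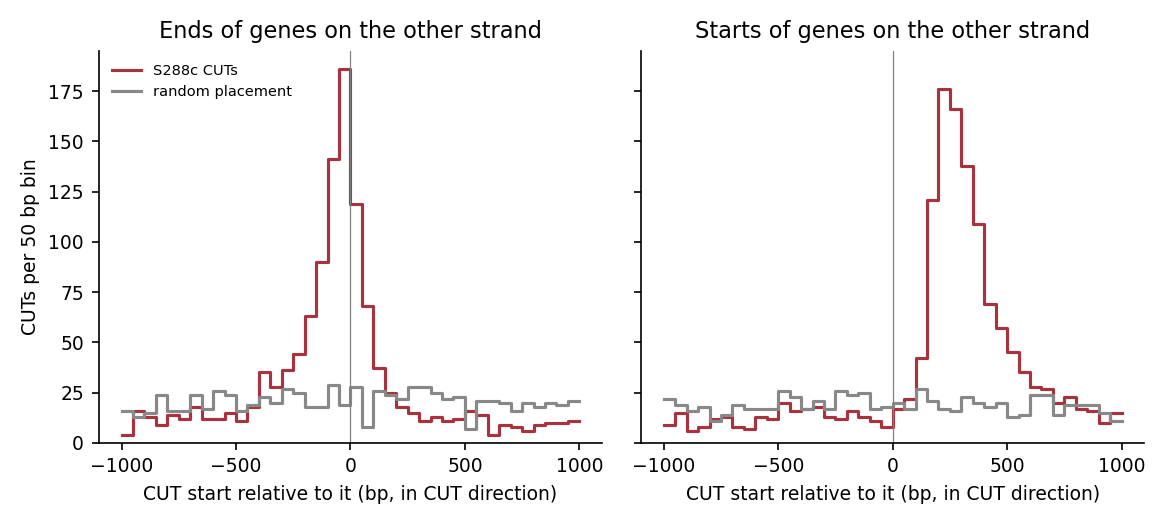
Number of S288c CUTs per 50 bp bin (y axis) by the distance from the CUT start to the nearest end (left) or start (right) of a coding sequence on the other strand (x axis, bp, positive in the direction of CUT transcription). The red lines peak at 186 CUTs between -50 and 0 bp of gene ends and at 176 CUTs between 200 and 250 bp from gene starts, and the grey lines, 1 random placement, peak at 29 and 27.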

Interestingly the 4x conserved set of CUTs are over-enriched for CUTs that originate from a gene NFR (*p* = 8.13 ×10^−25^ by hypergeometric test) (Fig. 4b) and this enrichment is apparent as a moderate enrichment in 5′ nucleosome depletion of 4x conserved CUTs relative to all CUTs in S288c (Fig. 4b). We see a similar trend for increased 5′ nucleosome depletion for 4x conserved CUTs over all CUTs in both Σ1278b and *S.paradoxus* (N17) (Additional file 8: Figure S7).

**Fig. 4:**
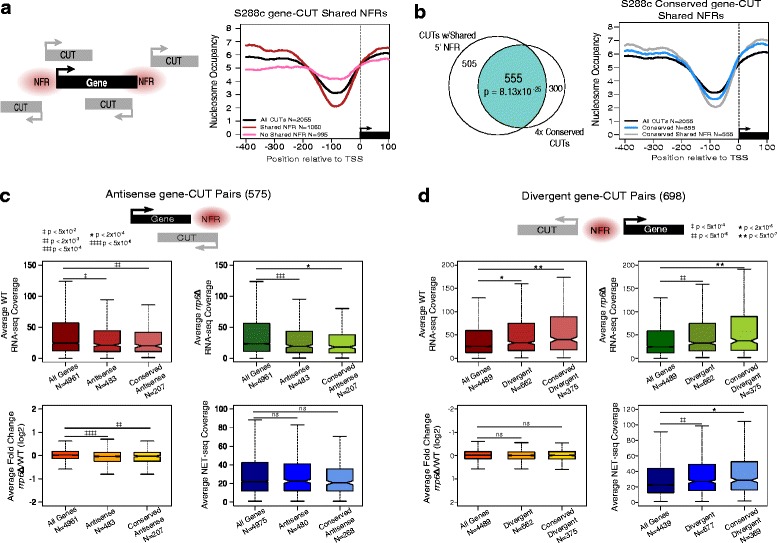
Distinct trends of gene expression correlate with CUT expression in specific architectures with genes. **a** *Left*: Schematic demonstrating the configurations in which a CUT can originate from a gene NFR. *Right*: Metagene plot of S288c nucleosome occupancy for a 500 bp window around the TSS of all S288c CUTs identified by our HMM (black), the subset of CUTs found to originate from a gene NFR (red), and the remaining CUTs that do not originate from a gene NFR (pink). **b** *Left*: Venn diagram of the overlap of CUTs that originate from a gene NFR and 4x conserved CUTs. *Right*: Metagene plot of S288c nucleosome occupancy for a 500 bp around the TSS of all S288c CUTs identified by our HMM (black), all of S288c 4x conserved CUTs (blue), and the 4x conserved CUTs that originate from a gene NFR (grey). **c** Examination of antisense gene-CUT pairs in S288c. Box and whisker plots showing the distribution of average WT (red), rrp6Δ (green), and log2 rrp6Δ/WT (orange) calculated from two S288c RNA-seq biological replicates, and NET-seq coverage from [4] (blue) for all expressed genes with a 3′ UTR annotation, those genes in antisense gene-CUT pairs, and the genes from the subset of antisense gene-CUT pairs with a 4x conserved CUT. All points outside the whiskers (outliers) are not displayed. All *p*-values are derived from the two-sided KS test. **d** Examination of divergent gene-CUT pairs in S288c. Box and whisker plots shows the distribution the average WT (red), rrp6Δ (green), and log2 rrp6Δ/WT (orange) calculated from two S288c RNA-seq biological replicates, and NET-seq coverage from [4] (blue) for all expressed genes with a 5′ UTR annotation, those genes in divergent gene-CUT pairs, and the genes from the subset of divergent gene-CUT pairs with a 4x conserved CUT. All points outside the whiskers (outliers) are not displayed. All *p*-values are derived from the two-sided KS test. Nonsignificant (ns) *p*-value ≥ 0.1

We propose that CUTs that originate from or share a gene NFR are in a strong position to influence expression of the associated gene in *cis*. CUTs originating from the 3′ NFR of a gene could reduce gene expression via transcriptional inference [43] whereas CUTs originating from shared 5′ NFR regions may contribute to maintaining an open chromatin conformation [11] to aid gene expression. To test for possible CUT-based regulation of these genes genome-wide, we subdivided gene and CUT NFR sharing into two general configurations: convergent, overlapping gene-CUT pairs where the CUT 5′ NFR overlaps the gene 3′ NFR (subsequently referred to as antisense) and divergent, non-overlapping gene-CUT pairs that share a 5′ NFR (subsequently referred to simply as divergent) (Fig. 4c, d). We note that the remaining configurations, in which CUT transcription is same sense and overlapping with a gene, not only occur less frequently but are also are more difficult to analyze as we cannot distinguish read coverage between the two features (CUT and gene) and therefore cannot accurately assess transcript levels for either.

### Antisense CUT expression shows evidence of transcriptional interference on sense strand

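Under the same rule, 514 antisense gene-CUT pairs were found on the 14 chromosomes, with 514 different CUTs and 514 different genes. Random placement gave 86.2 ± 8.62 (SD) pairs on average and at most 110 (permutation p = 0.00498, the smallest possible). Placements that started outside genes of the same strand gave more, 134 ± 11.4 (SD) pairs on average and at most 171 (same permutation p). The 95% bootstrap confidence interval of the median length of these CUTs was 476 to 554 nt. They had a median WT coverage of 0.564 and a median *rrp6*Δ coverage of 5.12. With transcript ends set at the ends of the coding sequence, 248 pairs were found, and with a required overlap of 150 bp there were 305, against 640 with 50 bp.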

First we examined antisense gene-CUT pairs, identifying 483 such pairs in S288c (Fig. 4c). 

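A sense CUT covered at least 50% of the coding sequence of 40 of the 5010 genes of the 14 chromosomes (0.798%, 95% Wilson confidence interval 0.587% to 1.09%). Expression of the genes was not analysed here, since the deposited annotations give coverage for CUTs only. Apart from the antisense and divergent pairs, 106 pairs shared a gene 3′ NFR and 33 shared a gene 5′ NFR on the same strand.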

We compared expression of the genes in these gene-CUT pairs to all expressed genes, excluding those with a same sense overlapping CUT over ≥ 50 % the length of the gene CDS. Overall the genes associated with antisense CUTs showed generally decreased expression compared to all expressed genes, a trend that is more pronounced when considering only the 4x conserved CUTs (Fig. 4c). This trend is lost, however, when we examine nascent transcription by NET-seq [4] (Fig. 4c, bottom right). This pattern is consistent with a model where CUTs impact the overlapping gene through transcriptional interference [43]. Because NET-seq detects nascent, actively transcribed RNA polymerase II RNAs, including nuclear exosome targeted transcripts before they are degraded, we are able to observe the impact of CUT expression on the nascent transcription of associated genes. By NET-seq it appears that antisense CUT expression does not repress active transcription of overlapping genes. Instead, reduced expression of genes in antisense gene-CUT pairs is limited to steady-state RNA levels (i.e. RNA-seq) suggesting that antisense CUT transcription is causing early termination of overlapping genes.

Several studies report anti-correlation between stable sense-antisense transcript expression [11, 23, 44] however we did not observe a correlation between CUT and gene RNA-seq or NET-seq expression levels, nor did we observe a correlation between CUT expression and gene repression levels, where repression was measured as the difference in gene NET-seq signal and WT RNA-seq signal. Similar to previous reports [36, 44] regarding stable sense-antisense pairs, we observed an overall greater reduction of gene expression in *rrp6*Δ compared to WT. While mechanisms of transcriptional interference do not require a stable interfering transcript [43], we speculate that stabilization of the interfering transcript upon loss of Rrp6p may result in increased gene repression through increased DNA:RNA hybrid formation [45, 46].

To determine if reduced gene expression in the presence of antisense CUT expression is conserved across strains we examined all antisense pairs containing 4x conserved CUTs in our remaining strains. We observed the same general trend of reduced expression for genes in these gene-CUT pairs, but this shift is not statistically significant by the two-sided KS test (Additional file 9: Figure S8). It is possible that this lack of statistical significance results from fewer total gene-CUT pairs in the remaining strains. In some cases we simply lack an annotation for the corresponding gene; in other cases the gene is not expressed and was thus removed from the analysis.

We have observed a trend for reduced expression of the genes found in antisense gene-CUT pairs similar to what is observed for stable sense-antisense pairs [44]. Antisense transcription is often found to elicit a negative effect on sense transcription via transcriptional interference, and has been widely studied in yeast [18, 36, 44, 47], but almost exclusively in the context of stable ncRNAs. Our results demonstrate that antisense CUTs elicit a negative effect on sense gene transcription in a manner consistent with stable ncRNAs and thus establish CUTs as possible sources of transcriptional interference.

### Divergent CUT expression correlates with higher gene expression

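On the 14 chromosomes, 616 divergent gene-CUT pairs were found, formed by 610 CUTs and 616 genes. The mean over random placements was 86.9 ± 9.06 (SD) pairs and the highest count was 113 (permutation p = 0.00498, the smallest possible). With starts outside genes of the same strand, the mean rose to 124 ± 10.1 (SD) and the highest count to 154 (same permutation p). CUTs in divergent pairs had a median length of 445 nt (95% bootstrap confidence interval 415 to 481.5) and a median *rrp6*Δ coverage of 5.82. Both an antisense and a divergent pair were formed by 253 CUTs, and 44 genes were in pairs of both kinds. A required overlap of 150 bp gave 353 divergent pairs and one of 50 bp gave 770.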

Next we examined divergent gene-CUT pairs, identifying 698 in S288c (Fig. 4d). We find that genes in this configuration have increased expression relative to all expressed genes and that this trend is more pronounced when looking only at those gene-CUT pairs with 4x conserved CUTs. We observed moderate gene ontology enrichment for various metabolic processes for genes found in divergent gene-CUT pairs, but this enrichment is lost when we only look at 4x conserved CUT pairs Additional file 10: (Table S2). Notably this trend of higher gene expression appears to originate at the level of transcription as it is observed in both nascent [4] and steady state RNA levels. This trend is consistent across all strains (Additional file 11: Figure S9). Additionally we did not observe a correlation between CUT expression and gene expression levels in S288c in any sequencing data set (data not shown). These results are consistent with a model where divergent expression of a CUT may help to maintain an open chromatin confirmation [11].

Next we wondered if increased gene expression is a general phenomenon of divergent transcripts or if this effect is specific to gene-CUT pairs. To address this we examined divergent gene-gene pairs, identifying 398 pairs, far fewer than gene-CUT divergent pairs despite a far greater number of protein coding genes overall suggesting a bias for CUTs in divergent transcript pairs with protein coding genes. 

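With the same transcript ends and the same rule, 407 divergent gene-gene pairs were found on the 14 chromosomes and 492 on all 16 chromosomes. On the 14 chromosomes, 814 of the genes (16.2%) were in such a pair and 12.3% had a divergent CUT, and 11 genes were in both. There were 1.51 divergent gene-CUT pairs for every gene-gene pair. This ratio was 1.60 with transcripts ending at the coding sequence, 2.16 with longer UTRs of 100 and 150 bp, and 1.50 with a required overlap of either 50 or 150 bp. Neighbouring genes transcribed away from each other numbered 1263, so most of them did not share an NFR under this rule.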

When we compared the expression of divergent gene pairs to all expressed genes (Additional file 12: Figure S10) we did not find a significant difference in the expression distribution suggesting the effect seen in Fig. 4d is specific to CUTs.

Many have characterized bidirectional transcription, looking at both CUTs and stable ncRNAs [11, 23] but have failed to report on any observed effects on the expression of the associate genes. We hypothesized that divergent CUT expression from a shared NFR may help maintain the NFR thereby allowing for rapid and efficient expression of the associated gene and most likely benefitting higher expressed genes. Others have reported that long and deep NFRs commonly correlate to constitutive and highly expressed growth genes [24]. That genes found in divergent gene-CUT pairs are enriched for various metabolic processes is consistent with these previous findings. While we cannot rule out that CUT expression is an incidental result of higher expression at these genes, we note that we do not see divergent CUT expression at all highly expressed, or even the highest expressed genes. Additionally we see little correlation between CUT and gene expression levels further suggesting that CUT expression not a spurious result of leaky promoters of highly expressed genes. Strikingly divergent gene-gene pairs did not elicit the same expression trends observed in gene-CUT pairs in the same configuration. This further supports a role for divergent CUT expression in regulating the expression of associated genes and hints to the possibility of CUT-specific factors in mediating this trend.

## Conclusion

In this study, we used an explicit duration HMM to annotate CUTs from RNA-seq in an *rrp6*Δ background for a variety of yeast strains from the species *S.cerevisiae* and *S.paradoxus*. This allowed us make the first assessment of conserved intra- and interspecies CUT expression. Though our estimates appear conservative, we find that CUT expression is highly conserved within and between these two species of yeast despite the presence of sequence variation within upstream promoter regions. These findings warrant additional studies to assess CUT expression in other, more distantly related yeast species to better understand the relationships between DNA sequence and CUT expression. As many others have shown, CUT expression is commonly observed adjacent or overlapping with protein-coding genes [5, 8, 11, 23]. By identifying antisense and bidirectional gene-CUT pairs our work demonstrates that CUT expression is not only highly associated with protein-coding genes, but may also be regulating genes in a manner consistent with the location and orientation of CUT expression within gene-CUT pairs. Our work has additionally demonstrated CUTs and other NNS-terminated transcripts may have 3′ nucleosome structures distinct from that of protein-coding genes, warranting further investigation into the effect of termination mechanisms on nucleosome positioning.

## Methods

### Strain construction

Σ1278b WT and S288c (BY4741) WT were provided by the Fink lab. Σ1278b *rrp6*Δ and S288c *rrp6*Δ were provided by the Boone lab [28]. JAY291 WT was provided by Lucas Argueso [27]. We transformed JAY291 WT with the KanMX cassette from S288c *rrp6*Δ to delete RRP6 in JAY291. N17 WT was provided by the Fay lab, and transformed with a NatMX cassette to delete RRP6 in N17. See (Additional file 10: Table S3) for complete strain genotypes.

### Genome sequences and annotations

S288c genome and annotations are from the Saccharomyces Genome Database (SGD) S288c genome version 64 [29]. Σ1278b genome and annotations are available from Dowell et al. [28]. JAY291 genome and annotations are from the Duke 2009 [27] release, downloaded from SGD. We used a modified version of the JAY291 Duke 2009 assembly, where the reverse compliment of several contig sequences were used so as to match the orientation of homologous S288c sequences (Additional file 13). N17 genome and annotations were downloaded from the Sanger Welcome Trust FTP site as part of the Saccharomyces Genome Sequencing project [48].

### RNA-sequencing libraries

Cells were grown in YPD to an OD of 0.6. Total RNA was isolated via hot acid phenol method and DNAse treated with Promega DNAse RQ1 to remove contaminating DNA. Poly(A) RNA was isolated using either a single round of Qiagen oligotex mRNA isolation kit or two rounds of Dyna bead mRNA isolation kit. Strand specific RNA-seq libraries were constructed from 500 ng of poly(A) RNA using the Illumina RNA ligation library protocol from [26]. We sequenced, by Illumina HiSeq, biological duplicates of each sample. To remove any contaminating rRNA reads, we first used Bowtie v0.12.7 [49] to map reads to a single repeat of the rDNA locus allowing two mismatches. The remaining reads were mapped uniquely to the genome sequence of each respective strain allowing up to two mismatches. See (Additional file 10: Table S4) for a summary of read mapping results. Per nucleotide read coverage was obtained using BEDTools [50], corrected for read first nucleotide biases and read mappability, and then normalized by the tens of millions of mapped reads per sample. Per nucleotide coverage was averaged across replicates. Fold change from *rrp6*Δ to WT was calculated for every nucleotide in the genome using bias corrected coverage values. A Laplace prior (+1) was added to all coverage values to avoid division by zero when calculating the per nucleotide fold change.

### Explicit duration hidden Markov model

We developed an explicit duration hidden Markov model (HMM) to analyze per nucleotide *rrp6*Δ/WT RNA-seq fold change signal (Fig. 1a) using the Matlab HMM toolkit (MATLAB 2012b, The MathWorks Inc., Natick, MA, 2012). The HMM consists of two main states, one parameterized to non-elevated regions of the transcriptome (i.e. not CUTs) and one for elevated (approximately ≥ 2 fold) regions of the transcriptome (i.e. CUTs). Specifically we expanded the CUT state into nine identical sub-states with unidirectional movement through the model (Additional file 14: Figure S11) thereby setting the minimum length of a CUT to nine nucleotides and producing a 10-State model that approximates a hidden semi-Markov model [51]. This allowed us to deviate from the exponential duration modelling of traditional HMMs and produce CUT annotations with a length distribution that better approximated previous studies [5, 11]. We note that when the model is used to generate representative sequences, the CUT state of the model produced sequences that are generally long (>34,000 bp) reflecting our bias to identify long regions of relatively consistent elevated coverage. Per nucleotide fold change values were converted to discrete values for analysis by our HMM as necessitated by the Matlab toolkit (Additional file 10: Table S5). Transition and emission probabilities are available in (Additional file 10: Tables S4, S5).

### CUT identification

From the HMM we derived an initial set of raw CUT annotations. These raw annotations were filtered to remove snRNAs, snoRNAs, and rRNAs as well as expected hits resulting from genotypic differences in *rrp6*Δ strains relative to WT. Any remaining regions within 450 bp were merged together into a single annotation. Regions with average *rrp6*Δ read coverage less than the upper two-thirds of all nonzero coverage values for that strain and any regions less than 100 nt in length also were removed. Final CUT annotations are available from the GEO repository under accession number GSE74028 at http://www.ncbi.nlm.nih.gov/geo

### Annotation overlap and significance test

We used IntersectBed [50] to quantify the extent of overlap between our HMM S288c CUT annotations and other data sets (Fig. 1b) requiring overlap of ≥25 % the length of either annotation. Because we removed raw HMM CUT annotations that overlapped snRNAs, snoRNAs, and rRNAs, we likewise removed any annotations from Xu et al. [11] and Gudipati et al. [31] that overlapped the removed raw HMM CUTs in S288c to properly reflect the extent of overlap between these data sets and our S288c CUTs. Hence only 885 of a total 925 Xu et al. [11] CUTs and 1972 of a total 2032 Gudipati et al. [31] *dis3*Δ transcripts were used in subsequent overlap analyses. To determine statistical significant we randomly sampled genomic regions with the same length distribution as S288c identified CUTs. After 200 iterations, overlap of these randomly sampled regions and previously annotated CUTs or *dis3*Δ transcripts approximate a normal distribution (Additional file 2: Figure S2B,E). We use two standard deviations from the mean to assess significance within our CUT annotations.

### Nucleosome occupancy and metagene analysis

For S288c nucleosome occupancy we used summarized nucleosome occupancy from Field et al. [33] data available from the SGD website. For Σ1278b and N17 we mapped the raw reads from Tsankov et al. [24] according to their methods with the exception that we used the N17 *S.paradoxus* genome instead of NRRLY-17217 used in their study. Metagene plots were constructed by averaging the nucleosome occupancy for each base pair in a 500 bp window for all annotations in the analyzed data sets.

### CUT transcription start site comparisons

The Malabat et al. [32] study identified TSS clusters in various mutant backgrounds including *rrp6*Δ. TSS clusters were sorted and grouped according to their relative positions to annotated features. Since clusters assigned to CUTs required overlap with previous CUT annotations, we included all antisense, same sense, and intergenic (i.e. A, B, and I) clusters with an *rrp6*Δ/WT fold change ≥ 1.5 as calculated in their study.

### Pecan whole genome alignment

We used Pecan version 0.9 [41, 42] to generate a four-way whole genome multiple sequence alignment of the S288c, Σ1278b, JAY291, and N17 genomes. As the JAY291 genome is currently only available in a contig assembly [27], we first used BLAT to find the single best hit for each contig to the S288c genome in order to produce a pseudo-genome assembly as required by Pecan (Additional file 13).

### Conserved CUT expression

First we converted all CUT annotations from strain-specific coordinates to the 4-way alignment coordinate system. Then we calculated a histogram of CUT annotations along the 4-way alignment and all continuous regions ≥ 1 in the histogram were selected. The total histogram signal over these selected regions was averaged and used to determine the total number of CUTs overlapping that region. Regions with an average histogram signal > 4 denoted 4x conserved CUT expression. We identified 208 regions where the CUT annotations were incongruent across the four strains and applied hand edits to resolve these incongruences where possible. Additionally, we examined those CUTs in 3 of the 4 strains and if the CUT is missed in the fourth strain by our filtering procedure (i.e. the fourth strain has a CUT in the raw HMM output) we brought back the filtered CUT annotation and considered these to be 4X conserved CUTs. 

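In the deposited annotations, 43 CUTs in S288c, 65 in Σ1278b, 54 in JAY291 and 95 in N17 follow after those ordered by *rrp6*Δ coverage. Of these, 9 in S288c, 2 in Σ1278b, 1 in JAY291 and 48 in N17 had a coverage below the lowest of the ordered CUTs, and 34, 63, 53 and 47 had a coverage at or above it. Among those below it, 1 in Σ1278b, 1 in JAY291 and 41 in N17 were in the 4x conserved set. The CUTs outside the order had a median length of 719 nt in S288c, 816 nt in Σ1278b, 818 nt in JAY291 and 470 nt in N17.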

The resulting changes in CUT annotations are reflected in summaries reported in Fig. 3a. After removing those CUTs with indels (relative to the four-way alignment) for more than 25 % the length of the CUT, we derived the conserved expression results reported in Fig. 3c, d. In the case of unique CUTs (Fig. 3d) we only reported those CUTs that did not overlap a raw (but removed) annotation in either of other strains. To determine the significance of our CUT conservation analysis we randomized CUT annotations in all four strains to assess the chance of CUT conservation simply by chance. With 200 iterations, little to no random 4x conserved CUTs were found (Additional file 15: Figure S12).

### CUT expression validation by RT-qPCR

We selected candidate CUTs that were novel to our study relative to Xu et al. [11] however in some cases candidates were also identified by Gudipati et al. [31] as *dis3*Δ transcripts. To validate CUTs identified by the HMM we performed strand specific RT-qPCR using a 5′ tagged gene-specific RT primer [52] for cDNA synthesis of DNAsed, total RNA. In many cases strand specificity was necessary to distinguish CUT transcripts in the presence of overlapping, antisense mRNAs. Tagged RT primer distinguishes primer-specific cDNA from false primed cDNA that frequently occurs between overlapping, antisense transcripts. Subsequent PCR reactions used a universal forward primer complimentary to the RT tag and a gene specific reverse primer. Primer sequences can be found in Additional file 16. In some cases it was necessary to use the tagged RT primer as the forward primer during qPCR to avoid primer dimers between the universal forward primer and the gene-specific reverse primer. ACT1 was used as a normalizing endogenous control and was also measured strand specifically. A few candidates did not require strand-specific RT-qPCR (see Additional file 16). These samples instead used random hexamer RT primers and gene-specific qPCR primers. Fermentas Maxima Reverse Transcriptase was used for all RT reactions. Three biological replicates were grown to O.D. 0.6 in YDP and total RNA was isolated by hot acid phenol method and DNAse treated with Promega DNAse RQ1.

### NFR sharing between CUTs and protein-coding genes

Metagene plots in Fig. 2c, d show the general location of the 5′ NFR ranging from -200 to 0 bp from the transcription start site and the 3′ NFR ranging from +100 to -100 from the transcription termination site. We annotated these regions for each gene where corresponding untranslated region annotations were available [1]. We annotated CUT 5′ NFRs in the same fashion. We considered potential instances of NFR sharing when the CUT 5′ NFR annotation overlapped ≥50 % (minimum 100 bp) the length of a gene 5′ or 3′ NFR.

### Ethics

Not applicable.

### Consent to publish

Not applicable.

### Data availability

The raw and processed sequencing data along with all final HMM derived CUT annotations from this article are available in the GEO omnibus repository under accession number GSE74028 at http://www.ncbi.nlm.nih.gov/geo

## Additional files

Additional file 1: Figure S1. RT-PCR validation of raw CUT annotations merging strategy. Three candidate regions selected to determine whether adjacent CUT regions, supported by calls in multiple strains, should be merged in post processing. Candidates tested are located at the A) YNL299W/TRF5 locus B) YBR117C/TKL2 locus and C) YNL117W/MLS1 locus. In each case strand-specific RT primers were used to generate cDNA and PCR was performed to produce an amplicon that spans the gap in the raw annotations. Left: An IGV [53, 54] snapshot with tracks showing the gene, our raw CUT, and our final CUT annotations for the strains S288c, Σ1278b, and JAY291 after conversion to the 4-way Pecan alignment (see Methods). Additionally we show the location of each primer used and the resultant amplicon of a positive merge result. Strand-specific data is color coded with Watson/plus strand in red and Crick/minus strand in blue. Right: 2 % agarose gel showing RT-PCR results. For each candidate we designed two primer pairs with each pair located on either side of the gap between raw CUT annotations as identified by our HMM. We generated strand-specific cDNA from both WT and *rrp6*Δ total RNA samples with each reverse primer and performed PCR on these cDNA with F1/R2 primer pair. F1/R2 primers should produce a merge amplicon product only if the candidate CUT is a single transcript spanning the gap in raw CUT annotations. Amplification in R1 primed cDNA served as a negative control, as amplification should only occur in R1 primed cDNA; this also helped to confirm strand-specificity. We included genomic positive control, a no primer control (NPC) RT sample to distinguish false-primed cDNAs (denoted with *), and a no template control (NTC) to distinguish primer dimers. (PDF 8940 kb) Additional file 2: Figure S2. S288c HMM CUT comparison to Xu et al. [11] and Gudipati et al. [31] annotations. Comparisons of S288c CUTs identified by our HMM and Xu et al. [11] CUTs or Gudipati et al. [31] *dis3*Δ transcripts. Extent to which minimum overlap influences number of features concordant between HMM detected CUTs and A) Xu et al. [11] CUTs. B) Overlap is more than would be expected by chance. S288c CUT annotations were randomized (see Methods) and the number of features overlapped in each data set was collected over 200 iterations and plotted as a histogram. The average number of features overlapped after 200 iterations, with error bars denoting standard deviation, is plotted for comparison to actual S288c overlap results. Actual S288c CUTs overlap is greater than 2 standard deviations from random trials. C) Violin plots as seen in Fig. 1 d showing average RNA-seq fold change for all Xu et al. [11] CUTs, Xu et al. [11] CUTs overlapped by CUT identified by our HMM, and Xu et al. [11] CUTs missed by our study where we observe equivalent expression in WT and *rrp6*Δ backgrounds. (D-F) Similar comparison for Gudipati et al. [31] *dis3*Δ transcripts. (PDF 54 kb) Additional file 3: Figure S3. CUTs appear to lack a 3′ NFR. A) Metagene plot showing the average nucleosome occupancy of a 500 bp window around the TTS of all S288c(blue), Σ1278b(yellow), and *S.paradoxus*_N17_(teal) CUTs identified by our HMM. For comparison across strains, nucleosome occupancy was normalized by the average nucleosome occupancy per base pair in each strain. Like S288c CUTs, we see do not see 3′ nucleosome depletion in our other strains for which nucleosome occupancy data is available. B) Left: Metagene plot showing the average S288c nucleosome occupancy of a 500 bp window around the TTS of all genes with a 3′ UTR annotation (black), our HMM identified CUTs (blue), Neil et al. 2009 TTS clusters (grey), and Xu et al. [11] CUTs (pink). Moderate 3′ nucleosome depletion can be seen for Xu et al. CUTs 2009. Right: When we split the Xu et al. [11] CUT annotations into two groups, those overlapped by an S288c CUT identified by our HMM (maroon), and those that are not (lilac), we see distinct nucleosome occupancy patterns for the two groups. Those Xu et al. [11] CUTs that overlap an S288c CUT identified by our HMM also appear to lack a 3′NFR and the moderate depletion previously seen in the left graph is largely restricted to those Xu et al. [11] CUTS that we failed to detect and which also appear to be stable, albeit lowly expressed RNAs (see Fig. 1d and Additional file 2: Figure S2C). (PDF 70 kb) Additional file 4: Figure S4. ncRNAs have moderate 3′ nucleosome depletion. Metagene plot showing the average S288c nucleosome occupancy of a 500 bp window around the TTS of all genes with a 3′ UTR annotation (black), our HMM identified CUTs (blue), Neil et al. 2009 TTS clusters (grey), and ncRNAs (green) also known as stable unannotated transcripts (SUTs) from Xu et al. [11]. ncRNAs show moderate 3′ nucleosome depletion within the same 200 bp region where genes have a strong 3′ NFR producing a nucleosome occupancy pattern that is distinct from both CUTs and genes. (PDF 33 kb) Additional file 5: Table S1. 4x Conserved CUT Annotations. A table containing the strain-specific genomic coordinates for all 855 4x conserved CUTs identified in this study. (XLSX 134 kb) Additional file 6: Figure S5. Assessment of HMM false negative rate by RT-qPCR. RT-qPCR of CUTs expressed in three out of four strains (3x CUTs). For simplification candidates are named based on closest or overlapping protein-coding gene annotations (x-axis). Candidates are grouped and labeled (above the bar plot) according to the strain that lacks the corresponding CUT annotation. RT-qPCR was performed either strand-specifically or non-strand specifically depending on the presence of overlapping antisense gene annotations (see Methods; Additional file 16). Log2 fold change of *rrp6*Δ/WT was calculated after normalization to ACT1. The red dashed line marks two-fold cutoff. In all but one instance, JAY291 YNL146C-A, the “missing” CUT shows elevated expression, as seen in the remaining strains. All qPCR was performed with biological triplicates and error bars denote standard deviation of fold change by coefficient of variation calculations. (PDF 33 kb) Additional file 7: Figure S6. Sequence conservation of CUTs. A) Violin plots showing the average sequence conservation, calculated from our 4-way genome alignment, of all 4x conserved CUTs, 300 bp upstream and 50 bp upstream promoters (red), and compared to the average percent identity of a randomized set of annotations (grey) that recapitulates the 4x conserved CUTs in length and frequency. We used the S288c start coordinate and the longest stop coordinate as the start and stop coordinates for the 4x conserved CUTs when calculating average percent identity. Included are all *p*-values < 0.1 obtained by the two-sided KS test. B) Violin plots showing the average sequence conservation, calculated from our 4-way genome alignment, of the CUTs unique to each strain and the 300 bp upstream and 50 bp upstream promoters. Included are all *p*-values < 0.1 obtained by the two-sided KS test. (PDF 56 kb) Additional file 8: Figure S7. 4x conserved CUTs show increased 5′ nucleosome depletion relative to all CUTs. Metagene plot showing the average nucleosome occupancy in A)S288c, B)Σ1278b, and C)N17 of a 500 bp window around the TSS for all CUTs identified by our HMM in the respective strain (black) and all 4x conserved CUTs as annotated in each respective strain (grey). (PDF 54 kb) Additional file 9: Figure S8. Conserved antisense gene-CUT pairs in Σ1278b, JAY291, and *S.paradoxus.* Examination of antisense gene-CUT pairs containing a 4x conserved CUT. Box and whisker plots shows the distribution the average WT RNA-seq coverage (red), *rrp6*Δ RNA-seq coverage (green), log2 *rrp6*Δ/WT RNA-seq fold change (orange) for all expressed genes with a 3′ UTR annotation and the subset of genes from antisense gene-CUT pairs with a 4x conserved CUT in A) Σ1278b, B) JAY291, and C) *S.paradoxus*. All points outside the whiskers (outliers) are not displayed. All *p*-values are derived from the two-sided KS test. Nonsignificant (ns) *p*-value ≥ 0.1. (PDF 46 kb) Additional file 10: Table S2. Divergent gene-CUT pairs enriched for metabolic process genes. A total of 698 divergent gene-CUT pairs were identified in S288c. The subset of genes in these gene-CUT pairs are enriched for various metabolic processing gene ontologies (GO). *P*-values are based on the hypergeometric test after Holm-Bonferroni correction using the default background from YeastMine http://yeastmine.yeastgenome.org. The total number of genes in each GO category is listed far right. **Table S3**. Strains used in this study. A table describing the genotype and mating type of strains used in this study. **Table S4**. Summary of RNA-seq Read Mapping Results. A table summarizing the read mapping results for each RNA-seq library used in this study. Reported values for total mapped reads corresponds to all uniquely mapped reads after rRNA read removal. **Table S5**. Fold change conversion to discrete values. The Matlab HMM Toolkit only accepts discrete emission values. Per nucleotide *rrp6*Δ/WT fold change values were converted to a discrete value according to the table above. **Table S6**. HMM emission probabilities. The HMM emission probability for each discrete *rrp6*Δ/WT RNA-seq fold change value (see Table S3) for states 1–10. Because states 2–10 have the same emission probabilities we only show a single iteration of these emission probabilities for simplification. **Table S7**. HMM transition probabilities. The HMM transition probabilities for states 1–10. Movement through the HM is unidirectional and only two transition probabilities exist for each state. (XLSX 19 kb) Additional file 11: Figure S9. Conserved divergent gene-CUT pairs in Σ1278b, JAY291, and S.paradoxus. Examination of divergent gene-CUT pairs containing a 4x conserved CUT. Box and whisker plots shows the distribution the average WT RNA-seq coverage (red), *rrp6*Δ RNA-seq coverage (green), log2 *rrp6*Δ/WT RNA-seq fold change (orange) for all expressed genes with a 5′ UTR annotation and the subset of genes from antisense gene-CUT pairs with a 4x conserved CUT in A) Σ1278b, B) JAY291, and C) *S.paradoxus* (N17). All points outside the whiskers (outliers) are not displayed. All *p*-values are derived from the two-sided KS test. (PDF 46 kb) Additional file 12: Figure S10. Divergent gene-gene pairs in S288c. Examination of divergent gene-gene pairs in S288c. Box and whisker plots shows the distribution the average WT RNA-seq coverage (red), *rrp6*Δ RNA-seq coverage (green), log2 *rrp6*Δ/WT RNA-seq fold change (orange) for all expressed genes with a 5′ UTR annotation and the subset of genes from gene-gene pairs. Gene set 1 and gene set 2 are derived from the two separate genes from each gene-gene pair where gene 1 is also on the crick strand as shown in the schematic. All points outside the whiskers (outliers) are not displayed. All *p*-values are derived from the two-sided KS test. Nonsignificant (ns) *p*-value ≥ 0.1. (PDF 32 kb) Additional file 13: JAY291 Pseudo-genome Assembly. We used BLAT to find the single best hit for each JAY291 contig to the S288c genome in order to produce a pseudo-genome assembly as required by Pecan. This table lists the JAY291 contigs associated with each S288c chromosome in syntenic order. Asterisks denote contigs for which the reverse compliment sequence was used (see Methods). (XLSX 16 kb) Additional file 14: Figure S11. 10-state explicit duration HMM. A state diagram of our explicit duration HMM showing expansion of state 2 into nine equivalent sub-states. The first state is parameterized to non-elevated regions of the transcriptome (i.e. not CUTs) and the remaining states are parameterized for elevated (approximately ≥ 2 fold) regions of the transcriptome (i.e. CUTs). We expanded the CUT state into nine identical sub-states with unidirectional movement through the model thereby setting the minimum length of a CUT to nine nucleotides and producing a 10-State model that approximates a hidden semi-Markov model [51]. (PDF 37 kb) Additional file 15: Figure S12. Results of Randomized CUT Conservation Analysis. To determine the significance of our CUT conservation analysis we randomized CUT annotations in all four strains to assess the chance of CUT conservation simply by chance. A) Venn diagrams as seen in Fig. 3C showing the average and standard deviation of conserved CUT expression between the S.cerevisiae strain S288c and S.paradoxus (N17) and the conserved CUT expression between all S.cerevisiae strains (S288c, Σ1278b, and JAY291) and S.paradoxus (N17) after 200 randomized trials. B) Bar graph showing the actual total number of 4x conserved CUTs as found by our study and the average and standard deviation of the total number of 4x conserved CUTs after 200 randomized trials. (PDF 42 kb) Additional file 16: Primers Used for RT-qPCR. RT-qPCR primer names and sequences. Primers are specific to either *S.cerevisiae* (S.cere) or *S.paradoxus* (S.para), but in some cases could be used in either species background. All primers were named for the nearest or overlapping gene annotation. Those primers labeled “–T” denote the presence of the unique 5′ tagged used for strand-specificity in RT reactions. An asterisk in the final column denotes candidates not requiring strand-specific RT-qPCR; for these candidates qPCR was performed on random hexamer primed cDNA (see Methods). (XLSX 15 kb)

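The sheets of this table give chromosome or contig, start, stop and strand. All coordinates in the S288c sheet are identical to entries of the deposited Σ1278b annotation, and none is identical to an entry of the S288c annotation. In the Σ1278b sheet, 453 entries carry a chromosome and 402 do not. The strand of a CUT is the same in the Σ1278b, JAY291 and N17 coordinates in all 855 cases. Of 144 entries labelled chrXII in Σ1278b coordinates, 83 have a JAY291 counterpart on a contig of chromosome XII and 61 on a contig of chromosome XIII. For the other 14 labels, all 711 JAY291 counterparts lie on the chromosome of the label.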

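The share of reads that mapped uniquely differed between the replicates of the *S.cerevisiae* strains. It was 25.3% (WT) and 25.2% (*rrp6*Δ) in replicate 1 of S288c and 78.1% and 73.0% in replicate 2. In Σ1278b it was 26.9% and 25.5% in replicate 1 and 63.2% and 70.2% in replicate 2, and in JAY291 21.4% and 19.0% in replicate 1 and 81.4% and 72.5% in replicate 2. The N17 libraries had shares between 71.1% and 82.1%. Summed over the 4 libraries, mapped reads came to 142 M in S288c, 123 M in Σ1278b, 117 M in JAY291 and 43.5 M in N17.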

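The table lists 416 contigs for the 16 chromosomes, and 205 of them are marked as reverse complemented. CUTs of the JAY291 annotation lie on 322 contigs, 317 of which are in the table. The 5 CUTs on the other contigs were not assigned to a chromosome.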

## Abbreviations

ncRNA: non-coding RNA
NFR: nucleosome free region
NNS: Nrd1-Nab3-Sen1 complex
RNA-seq: RNA sequencing
RT: reverse transcription/transcriptase
RT-qPCR: reverse transcribed quantitative polymerase chain reaction
TSS: transcription start site
TTS: transcription termination site

# Supplementary material for: Survey of cryptic unstable transcripts in yeast
**Source:** BMC Genomics. 2016 Apr 26;17:305. doi: 10.1186/s12864-016-2622-5

**A.** S288c 5' Nucleosome Metagene Plot

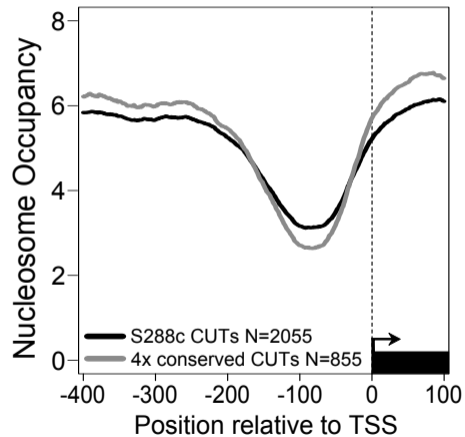

**B.**  $\Sigma$ 1278b 5' Nucleosome Metagene Plot

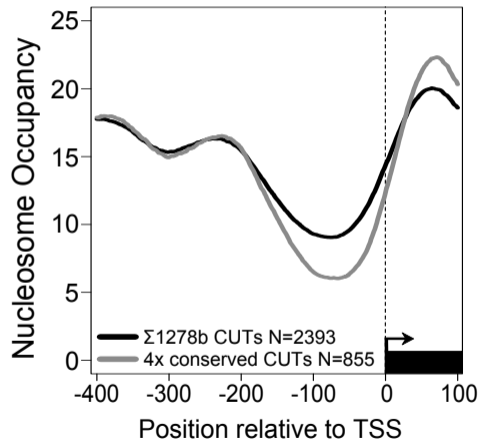

**C.** *S.paradoxus*<sub>(N17)</sub> 5' Nucleosome Metagene Plot

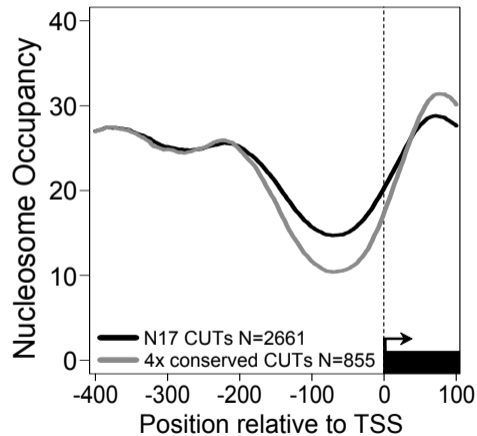

**Supplement:** Additional file 8: Figure S7. — 4x conserved CUTs show increased 5′ nucleosome depletion relative to all CUTs. Metagene plot showing the average nucleosome occupancy in A)S288c, B)Σ1278b, and C)N17 of a 500 bp window around the TSS for all CUTs identified by our HMM in the respective strain (black) and all 4x conserved CUTs as annotated in each respective strain (grey).

How the deposited data were processed for this re-analysis (not part of the article)

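RNA-seq was done on WT and *rrp6*Δ cells of S288c, Σ1278b, JAY291 and N17, with 16 libraries in all and 2 per condition. The authors removed rRNA reads, mapped the rest uniquely to the genome of each strain, and deposited 1 annotation of CUTs per strain. Coverage values in these annotations were made by the authors from per-nucleotide read coverage, scaled by the number of mapped reads, corrected for first nucleotide bias and mappability, averaged over the 2 replicates and over the nucleotides of each CUT. Fold change values were made by the authors as the mean over nucleotides of *rrp6*Δ coverage over WT coverage, with 1 added to both. The HMM, the filters, the merging within 450 bp and the minimum length of 100 nt are also the authors' steps. Neither an SD nor single replicates are part of the annotations, so the libraries could not be compared with each other. Mapped reads per library were taken from Table S4, and coordinates of 4x conserved CUTs from Table S1. As each CUT has 1 averaged value, depth sets its precision through the read coverage alone, and no error of a single CUT was computed.

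Length was taken as stop minus start in the deposited coordinates, and starts are printed counting from 1. JAY291 contigs were assigned to chromosomes with Additional file 13, and primers of Additional file 16 were matched exactly to assembly R64. Genes were taken from the R64 annotation. The named loci were set beforehand as the loci the paper or its supplement names for a CUT, the mating type and marker genes, and in each strain the 3 longest CUTs and the 5 with the largest fold change.

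For NFRs, transcripts were set to start 50 bp upstream and end 100 bp downstream of the coding sequence. A 5′ NFR was the 200 bp before the start, a 3′ NFR reached 100 bp to either side of the end, and NFRs were shared at 100 bp or more. Because CUTs of chromosome XIII were found under the label chrXII, the 14 other chromosomes were used, a choice made after this was seen. CUTs were placed at random on their own chromosome 200 times.

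Medians were compared by two-sided permutation tests with 100000 resamples, on log2 values with a pseudocount of 1 for coverage and on log2 values for fold change. The alternatives, the tests within 10 deciles, the correlations and the differences between strains used 10000, and the differences between strains without a group of CUTs used 5000. Benjamini-Hochberg adjustment was made over the comparisons of a family, and 0.05 was the threshold. Confidence intervals of medians came from 10000 bootstrap resamples and those of shares from Wilson's method, at 95%. On simulated data, 3% of permutation tests without a difference and 100% of those with a 1.5-fold difference had a p under the threshold. For permutation within deciles, where the decile variable alone made the difference, this was 7%. Planted antisense and divergent CUTs were found in 100% of cases, but all were planted with more than the required shared length. No true difference smaller than 1.5-fold was simulated, so how often smaller ones would pass is unknown.

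Alternatives were a minimum length of 200 nt, merging within 1000 bp, only 4x conserved CUTs, matching of Table S1 by overlap, UTRs of 0 or of 100 and 150 bp, a shared length of 50 or 150 bp, leaving out 580 uncharacterised genes, random placement outside genes of the same strand, a pseudocount of 0.1, leaving out the 25% of CUTs with the lowest *rrp6*Δ coverage, and a sense overlap of 50%. Other placements of the CUTs labelled chrXII and leaving out the CUTs that follow outside the coverage order were added after the data were seen, as was a permutation that swapped 4x conserved CUTs between strains within the pairs of Table S1 and leaving out chromosomes XII and XIII in every strain. An alternative set beforehand also kept only the CUTs assigned to a named chromosome. The S288c coordinates of 4x conserved CUTs, gene expression, nucleosome maps and RT-qPCR values were not analysed here. Python 3.11.15, NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and matplotlib 3.10.9 were used.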

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

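The tests of LYS2, ASG7 and N17 depth, and all tests of other settings for differences that involve JAY291, were chosen only after the result was seen. Those of Σ1278b against N17 were chosen after these strain differences were seen but before the other settings were run.

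A sense CUT over LYS2 and one over ASG7 are signals at genes outside those the paper discusses. The CUT over LYS2 (CUT1734) had an average *rrp6*Δ coverage of 13.7, at the 86.1th percentile of S288c CUTs, while its WT coverage of 0.072 lay at the 6.08th percentile. Table S3 and the sample labels list the WT strain with a LYS2 deletion, although the Methods name BY4741, and the CUT begins 59 bp before and ends 158 bp past the coding sequence. These values are consistent with the mRNA of LYS2, present in the *rrp6*Δ strain and missing in WT, having been called as a CUT. For Σ1278b and JAY291 no LYS2 deletion is listed, and their longest CUTs of 4060 nt and 4057 nt are shorter than the LYS2 coding sequence (469748 to 473926 in S288c), so no CUT of theirs spans a coding sequence of that length. Whether a shorter CUT lies over LYS2 in the other strains was not tested.

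The CUT over ASG7 (CUT1564) had an average *rrp6*Δ coverage of 10.3. ASG7 is expressed in **a** cells, and of the S288c strains only the *rrp6*Δ strain is MAT**a** by Table S3, so the mating type is a candidate explanation. Sense CUTs over at least 25% of the coding sequence were found at 1 of 7 genes of **a** cells and at 63 of 5010 genes (Fisher's exact p = 0.0848), and at 50% the exact p was 0.0546. The paper states that hits expected from the genotypes were removed, so this count may depend on that filter and does not weigh the explanations. An antisense CUT covers 95.2% of ASG7 as well. A mating type difference and an unstable transcript cannot be told apart here.

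The difference between 4x conserved and other CUTs itself differed between strains, in 8 of 12 tests. Each test permuted the strain among the 4x conserved and among the other CUTs, after the values of each strain were centred on their median. Given as the difference of log2 effects, that in length was larger by 0.31 in Σ1278b than in N17 (adjusted p = 3.0e-04, permutation test) and by 0.31 in JAY291 than in N17 (4.8e-04). That in WT coverage was 0.03 in Σ1278b, -0.08 in JAY291 and -0.34 in N17, where it was largest in size, and Σ1278b minus N17 was 0.37 and JAY291 minus N17 was 0.26 (3.0e-04 for both, permutation test). That in *rrp6*Δ coverage was larger by 0.24 in Σ1278b than in JAY291 (0.00154) and by 0.38 in Σ1278b than in N17 (3.0e-04, permutation test). That in fold change was larger by 0.17 in Σ1278b than in JAY291 (8.0e-04), and the difference of JAY291 from N17 was -0.13 (0.00495, permutation test). Before adjustment, the p of 4 of these tests was 1.0e-04, the smallest that 10000 resamples can give. The other 4 tests were not past the threshold, among them WT coverage of Σ1278b against JAY291 (0.114, adjusted permutation p = 0.0507) and *rrp6*Δ coverage of JAY291 against N17 (0.141, adjusted permutation p = 0.100). The former had an adjusted permutation p of 0.0467 without CUTs outside the coverage order, but of 0.0523 without the label chrXII, 0.0763 without chromosomes XII and XIII in every strain and 0.245 without CUTs of low *rrp6*Δ coverage. The latter was 0.200 without CUTs of low *rrp6*Δ coverage (adjusted permutation p = 0.0350), but 0.076, 0.052 and 0.033 in the other settings in the order just given (adjusted permutation p = 0.381, 0.585 and 0.776). With the 4x conserved CUTs swapped between strains within the pairs of Table S1, a test added after these results, the same 8 differences passed, with adjusted permutation p-values from 3.4e-04 to 0.0021, as did the former of the 4 (0.0235), while the latter had 0.0617.

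Whether CUTs outside the coverage order, CUTs labelled chrXII or CUTs of low *rrp6*Δ coverage account for these differences was tested by leaving each out, with 5000 resamples. For length, Σ1278b against N17 had adjusted permutation p-values of 9.6e-04, 0.0016 and 0.00144 in this order, and JAY291 against N17 of 9.6e-04, 0.0036 and 0.0012. For WT coverage they were 9.6e-04, 0.0016 and 0.0012 for Σ1278b against N17, and 0.00137, 0.0080 and 0.0012 for JAY291 against N17 (permutation tests). For *rrp6*Δ coverage they were 9.6e-04, 0.00432 and 0.0012 for Σ1278b against N17, and 0.0018, 0.00823 and 0.0465 for Σ1278b against JAY291 (permutation tests). These values argue against each of the 3 groups of CUTs as the whole cause of these 6 differences. JAY291 has no CUTs labelled chrXII, so in its comparisons that setting removed CUTs from the other strain only. Leaving out chromosomes XII and XIII in every strain, a test added after these results, gave adjusted permutation p-values of 0.0016 for length and 0.0064 for WT coverage of JAY291 against N17 and 0.0106 for *rrp6*Δ coverage of Σ1278b against JAY291.

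The differences in fold change were less stable. For Σ1278b against JAY291 the adjusted permutation p was 0.0012 without CUTs outside the order, 0.0016 without the label chrXII and 0.0837 without CUTs of low coverage, with the log2 difference falling from 0.174 to 0.096. For JAY291 against N17 it was 9.6e-04, 0.0523 and 0.0020, and without the label chrXII the difference moved from -0.131 to -0.093. Without chromosomes XII and XIII in every strain, the adjusted permutation p was 0.00288 for the former and 0.0552 for the latter, with a difference of -0.097. The values 0.0837 and 0.0523 were the outcome set down for these CUTs being the cause. They are read here as leaving the question open, a reading chosen after the values were seen, because the effects kept their direction and lay near the threshold. A contribution of CUTs of low coverage in the former and of the label chrXII in the latter therefore may exist and cannot be told apart from a strain difference.

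N17 had 43.5 M mapped reads over its libraries, against 142 M, 123 M and 117 M in the other strains. Of its libraries, only *rrp6*Δ replicate 4 (13.7 M) overlaps in depth with replicate 1 of those strains. The remaining N17 libraries, with 9.20 M to 10.7 M, lie below every library of the other strains, the lowest of which has 11.7 M. Summed depth, poly(A) selection and species change together in N17, so for its differences from Σ1278b and JAY291 they cannot be told apart, and a difference between the species stays open and untested.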

How the results depend on the processing

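The alternatives that concern the label chrXII, the CUTs outside the coverage order and the pairing of 4x conserved CUTs were chosen after the data were seen, 21 in number, and the other 83 of 104 were chosen before the data were examined. A tested result counted as unchanged when it kept its direction and its side of the threshold, a median or a share when it stayed inside its 95% confidence interval, and a count or a ratio of counts when it stayed within 1.5 times the main value. Of the 83, 60 were unchanged in this sense, 1 lost and 1 gained the threshold, 3 reversed and 18 moved. Part of the 60 could not change. Keeping only CUTs on named chromosomes left out 0 CUTs in S288c, Σ1278b and N17. In Σ1278b, JAY291 and N17 all 855 entries of Table S1 were matched as identical, so matching by overlap could not add any. Of the 21, 19 were unchanged, 1 reversed and 1 moved. Unchanged counts still varied, such as 280 gene-gene pairs against 407 with UTRs of 100 and 150 bp, where the ratio of divergent gene-CUT to gene-gene pairs was 2.16 against 1.51. Alternatives used fewer resamples than the main tests.

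Merging CUTs within 1000 bp raised the median length to 433 nt in S288c, 491 nt in Σ1278b, 444.5 nt in JAY291 and 521 nt in N17, as merging joins CUTs into longer ones. Among only the 4x conserved CUTs it was 566 nt in Σ1278b, 514 nt in JAY291 and 558 nt in N17. N17 minus Σ1278b then was -8 nt (permutation p = 0.769), reversed from the main value, and N17 minus JAY291 was 44 nt (permutation p = 0.123), no longer past the threshold. When these CUTs were paired by Table S1 and swapped between strains within pairs, the value of -8 nt had an adjusted permutation p of 0.707, with 402 of 855 CUTs longer and 451 shorter in N17. The value of 44 nt then had an adjusted permutation p of 0.0362, with 479 longer and 374 shorter, so this comparison passes the threshold only with the pairing. Why the differences shrink in 4x conserved CUTs was not tested.

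Without the 25% of CUTs with the lowest *rrp6*Δ coverage, the log2 difference in WT coverage between 4x conserved and other CUTs was -0.29 in Σ1278b (permutation p = 1.0e-04), reversed from 0.03, and -0.37 in JAY291 (permutation p = 1.0e-04), now past the threshold. These p-values are the smallest that 10000 resamples can give. In N17 the difference in WT coverage went from -0.34 to -0.70, and to -0.72 with a pseudocount of 0.1, on the same side of the threshold. The N17 difference in *rrp6*Δ coverage was 0.15 in the main test and 0.217 without the CUTs outside the coverage order (adjusted permutation p = 0.0012). Without the 25% of CUTs with the lowest *rrp6*Δ coverage it was -0.064 (permutation p = 0.328), reversed from the main value. The cause was not tested. The difference in fold change stayed past the threshold in Σ1278b, JAY291 and N17 under this alternative, and the test of length within a strain was not run under it.

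Matching the S288c coordinates of Table S1 to the S288c annotation by any overlap found 128 CUTs and by reciprocal overlap of 50% found 28, against 0 identical ones. These coordinates are identical to those of Σ1278b, and carrying them over to S288c by sequence or neighbouring genes was not tried.

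Most of the movement in the NFR results came from the rule for a shared NFR, where the alternative itself admits fewer or more pairs. The share of CUTs from a gene NFR was 65.1% with 50 bp and 35.6% with 150 bp, 45.0% with UTRs of 0, 52.5% without uncharacterised genes and 52.4% with the CUTs labelled chrXII placed on chromosome XII. With 150 bp, 614 CUTs came from a gene NFR, and there were 305 antisense, 353 divergent and 236 gene-gene pairs, and with 50 bp these numbers were 1123, 640, 770 and 515. UTRs of 0 gave 248 antisense pairs.

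No paired analysis was possible because the annotations give 1 value per CUT, averaged over replicates, so libraries could not be paired and only CUTs could, across strains. For the same reason the replicate block and leaving out each replicate were not run. The enrichment of 4x conserved CUTs among S288c CUTs from a gene NFR, with its alternatives, was not run, since S288c coordinates of 4x conserved CUTs were not used here. Depth may limit the comparison of N17 with the other strains, as the sum of its mapped reads is the smallest (43.5 M). Only its *rrp6*Δ replicate 4 (13.7 M) overlaps in depth with replicate 1 of the others, whose lowest library has 11.7 M.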

Differences from the paper's values

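The overlap of small RNA genes was a test chosen only after the result was seen. For the 4x conserved CUTs in S288c, the paper gives 855, and 0 entries of the S288c annotation are identical to the S288c coordinates of Table S1. Any overlap on the same strand gave 128 and reciprocal overlap of 50% gave 28, so none of the alternatives set before the data were examined closed the gap. All 855 of these coordinates are identical to entries of the Σ1278b annotation, and they were matched to the S288c annotation by position only, without carrying them over by sequence or neighbouring genes.

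In Fig. 1c, read by eye, the CUT of the bottom example carries another number than CUT1566, the CUT found beside YHR001W. The paper states that snRNAs and snoRNAs were filtered out, and on the 14 chromosomes 2 of 61 genes of snRNA, snoRNA or rRNA, SNR17A (CUT2002) and SNR17B (CUT2039), are overlapped by a sense CUT. They were named after their values were seen.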

Other observations

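The tests of the YKU80 amplicon, the density of JAY291 CUTs and the small RNA genes were chosen only after the result was seen, as were the split of CUTs by coding overlap and the comparison of tetramers, which followed the overall strand ratio of motifs.

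In S288c, Σ1278b and N17 no CUT is labelled chrXIII, and the label chrXII has 1.77, 1.72 and 2.36 times the median density of the other chromosomes. CUTs of chromosome XIII may carry the label chrXII. Of the Table S1 entries labelled chrXII, 42.4% have a JAY291 counterpart on chromosome XIII, against 0 of the other 711. Same-strand neighbours under the label lie within 450 bp in 5.78% of pairs in S288c, 9.46% in Σ1278b and 13.7% in N17. The YKU80 amplicon lies on chromosome XIII with all its 132 bp inside a CUT labelled chrXII. In JAY291, contigs of chromosome XII hold 177 CUTs per Mb and those of chromosome XIII 193, which argues against a true excess on chromosome XII. Pooled over both chromosomes, N17 has 267 CUTs per Mb, above its highest other chromosome (235), and its CUTs labelled chrXII had a median WT coverage of 1.31 against 0.679 and a median length of 581.5 nt against 468 nt for its other CUTs. No explanation of this remaining excess was tested.

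Among the N17 CUTs with a fold change under 2 in the authors' deposited table, 162 are in the coverage order and 18 follow outside it, which, if CUTs brought back in the conservation step are those outside the order, argues against them as the cause of most of it. Of the CUTs under 2-fold, 24 are in the 4x conserved set. What else may lower the fold change in N17 was not tested.

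4x conserved CUTs were longer and had higher *rrp6*Δ coverage, and either could follow from the other. Within deciles of *rrp6*Δ coverage, a difference in median length of 166 nt in Σ1278b, 165 nt in JAY291 and 110 nt in N17 was left (permutation p = 1.0e-04 for each, the smallest that 10000 resamples can give). Within deciles of length, a log2 difference in coverage of 0.44 out of 0.53 was left in Σ1278b and of 0.22 out of 0.29 in JAY291 (permutation p = 1.0e-04 for both). These values argue against coverage alone as the cause of the length difference. In Σ1278b and JAY291 they also argue against length alone as the cause of the coverage difference. On simulated data where the decile variable alone made the difference, 7% of such tests had a p under 0.05. In N17, 0.083 out of 0.149 was left (permutation p = 0.187). This was the outcome set down for length being the cause, and reading it as open was chosen after the value was seen, since the main effect was small. Length and conservation cannot be told apart there. In every strain, a 4x conserved CUT had to be found in all 4 strains, which may itself favour long or well covered CUTs. Deciles of 1 measure do not remove such a choice on the other, and its part was not tested.

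The A+T share within 100 bp of S288c CUT 3′ ends averaged 61.8%, against 68.2% at gene 3′ ends, a difference of -6.38 percentage points (adjusted permutation p = 1.3e-04). It differed from random positions (61.5%) by 0.287 points (permutation p = 0.119). On average, the called CUT 3′ ends were therefore not A+T rich as gene ends were. Gene ends were set 100 bp past the coding sequence, while 884 CUTs lay antisense to coding sequence. Coding context was not matched, so whether it makes the difference cannot be told from these values.

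The sequences GTAA, GTAG and TCTT, the binding motifs of Nrd1 and Nab3, numbered 20.0 per kb on the strand of the CUT and 12.4 per kb on the other strand in 1724 S288c CUTs, a ratio of 1.62 (permutation p = 1.0e-04, the smallest possible). More motifs lay on the strand of the CUT in 1290 CUTs and fewer in 322. Coding sequence accounts for part of it, as the ratio was 2.00 in 884 CUTs antisense to coding sequence, 0.736 in 60 CUTs sense to it (permutation p = 0.0028) and 1.28 in 601 CUTs away from it. In these 601 CUTs, the ratios were 1.24 for GTAA, 1.45 for GTAG and 1.24 for TCTT, each the highest among the tetramers of the same bases, whose highest other ratio was 1.14. All 3 ranking first has a probability of 0.00174 if the 3 ranks are independent and each order of the bases is equally likely to rank first. Neither assumption was tested. Under them, base composition alone is argued against in the CUTs away from coding sequence, and it was not tested in the others. The values are consistent with Nrd1 and Nab3 sites on CUT transcripts, as a hypothesis found and tested on the same data.

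CUT2036, which has the largest fold change of S288c in the authors' deposited table, covers the snoRNA gene SNR11 if placed on chromosome XIII. The filter for small RNA genes may have missed chromosome XIII because of the label. Placed there, CUTs labelled chrXII overlap 2 of 13 such genes, against 2 of 61 on the 14 chromosomes (Fisher's exact p = 0.140), and placed on chromosome XII they overlap 2 of 20. With so few genes a missed filter and the rate elsewhere cannot be told apart.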
